# MEPP: more transparent motif enrichment by profiling positional correlations

**DOI:** 10.1093/nargab/lqac075

**Published:** 2022-10-17

**Authors:** Nathaniel P Delos Santos, Sascha Duttke, Sven Heinz, Christopher Benner

## Abstract

Score-based motif enrichment analysis (MEA) is typically applied to regulatory DNA to infer transcription factors (TFs) that may modulate transcription and chromatin state in different conditions. Most MEA methods determine motif enrichment independent of motif position within a sequence, even when those sequences harbor anchor points that motifs and their bound TFs may functionally interact with in a distance-dependent fashion, such as other TF binding motifs, transcription start sites (TSS), sequencing assay cleavage sites, or other biologically meaningful features. We developed motif enrichment positional profiling (MEPP), a novel MEA method that outputs a positional enrichment profile of a given TF’s binding motif relative to key anchor points (e.g. transcription start sites, or other motifs) within the analyzed sequences while accounting for lower-order nucleotide bias. Using transcription initiation and TF binding as test cases, we demonstrate MEPP’s utility in determining the sequence positions where motif presence correlates with measures of biological activity, inferring positional dependencies of binding site function. We demonstrate how MEPP can be applied to interpretation and hypothesis generation from experiments that quantify transcription initiation, chromatin structure, or TF binding measurements. MEPP is available for download from https://github.com/npdeloss/mepp.

## INTRODUCTION

Transcription factors (TFs) coordinate cellular transcriptional responses to external or changing signals (1). Motif enrichment analysis (MEA) allows researchers to infer the TFs responsible for altering gene expression or chromatin state in response to internal or external stimuli. MEA achieves this through quantifying the enrichment of TF binding motifs in regulatory element sequences that exhibit a measurable biological response of interest, such as chromatin opening, histone modification, TF binding, or transcription. Methods such as ATAC-seq, ChIP-seq, or csRNA-seq quantify these responses and are widely used to study transcription regulation (2–4).

Most MEA methods analyze biological sequences for the simple presence or absence of a motif without regard to the motif's position within the sequence. However, the position of TF binding motifs can play important biological roles (5). For example, some transcription factors play a role in directing the selection of TSS, or preventing ectopic TSS utilization (6). The position of TF binding motifs relative to other motifs can also be important for establishing functional regulatory modules and TF co-binding, as reflected in regulatory motif grammars (7–9).

Recent sequencing advances allow the definition of TSS and TF binding sites at base resolution, thus enabling analysis of the functional aspects of motif positioning. PRO-cap or csRNA-seq assays reveal and quantify nascent transcription start sites, providing high-resolution transcription initiation data in both genomic and temporal axes (4,10). As a recent method, csRNA-seq maps TSS by size selecting for short (20–60nt) RNA species, then enriching for RNA possessing a 7-methylguanosine cap on their 5′ end that is added immediately after initiation (11): The resulting RNAs represent freshly initiated transcripts that can be detected regardless of final transcript's stability, allowing csRNA-seq to generate profiles of TSS at both gene promoters and at transcribed distal regulatory elements (e.g. active enhancers) (4).

For analysis of DNA binding, recent methods such as ChIP-exo and ChIP-nexus pinpoint TF binding locations at high resolution (2,12). Other assays, such as ATAC-seq and MNase-seq, define cleavage sites in open chromatin or at nucleosome boundaries (3,13). Proper analysis of these high-resolution measurements of biological or functional features can provide a more precise characterization of nearby motif positions and their regulatory functions.

There is a need for methods that visualize and quantify the spatial relationships between TF binding motifs and biologically relevant anchor points such as TSS. CentriMo (14) and TFEA (15) provide bin- and quartile- based approaches to analyzing these relationships, but there remains an unfulfilled need for a method that uses score information directly. To fulfill this need, we have developed motif enrichment positional profiles (MEPP). MEPP identifies sequence motifs enriched at positions relative to biologically meaningful features, thereby integrating position as an additional layer of information. This provides the user with knowledge about which motif positions are optimal for context-specific binding site functions, in the form of a positional profile. Because this profile correlates relative positions of predicted binding sites with biological function, it can narrow down a search for the most functional binding sites from hundreds of base pairs to a local neighborhood: This refinement directly addresses the concerns of Wasserman and Sandlin's futility theorem, which states that almost all predicted binding sites lack function (16).

Input for MEPP comprises scored genomic sequences of uniform length. Scores for these sequences can come from a biological readout (e.g. transcription level measured by a sequencing assay). To contextualize the position of motifs, the sequences should be centered on a biologically meaningful position, for example the location of TSSs, cleavage sites, other sequence motifs, or other meaningful features. Rather than calculating a singular enrichment score for a motif, like standard MEA methods, MEPP calculates a position-dependent enrichment profile for each motif. In this profile, highly positive values at a position correspond to a stronger positive correlation of the motif presence with the biological score assigned to each sequence. By contrast, more negative values at a position correspond to a stronger negative correlation with the biological score. The resulting profile thus reveals positions of motifs that are most likely to activate or repress the scored biological features. In addition, MEPP visualizes the distribution of the motif across the input dataset as a 2D heatmap of the motif's strength and presence across both motif positions and sequence ranks (based on the assigned biological score). These results help identify not just relevant motifs, but the positional constraints of motifs that delineate context or position-dependent function. The score-based principle of this enrichment method further avoids issues with arbitrary threshold selection, while controlling for sequence bias.

## MATERIALS AND METHODS

### MEPP implementation

In order to visualize and quantify local enrichment of motifs, we developed and employed MEPP. The typical execution of MEPP occurs in five parts:

- Input data and pre-processing
- Motif heatmap generation
- Positional profile computation
- Per-motif visualization
- Motif dataset visualization

### Input data and pre-processing

MEPP accepts input comprising a series of uniform-length scored DNA sequences in the scored FASTA file format, where the sequence score follows after the sequence header, separated by a space. The score for each sequence resembles the score column of a bed-file, with its meaning dependent on the assay in question. For example, when analyzing csRNA-seq, the user may assign the score to TSS usage/csRNA-seq signal, or the log_2_ fold change in TSS usage between two experimental conditions (Supplementary Figure S1A). To simplify the generation of input data, we include a helper script, ‘mepp.get_scored_fasta’ which generates a scored FASTA file from a scored BED file and a reference genome FASTA file.

Degenerate sequences, sequences from repetitive regions, and sequences sampled from overlapping genomic intervals can negatively affect the interpretation of the MEPP results. We describe optional steps to filter out these sequences in the Supplemental Methods.

### Motif heatmap generation

Position weight matrices (PWMs) represent TF binding motifs as a matrix of nucleotide specificities. The match of a given DNA subsequence to a PWM occurs at variable strengths, quantified as the log-odds score of the match between subsequence and PWM (17–19). PWMs usually accompany a log-odds score threshold above which a subsequence is determined to be a match to the motif PWM (19).

MEPP accepts a list of motifs in JASPAR format (17). For each motif *j*, MEPP creates a convolutional model function *f_j_* that accepts a one-hot encoded DNA sequence *S_i_* and outputs log-odds match scores to the given motif (Supplementary Figure S1E). All sequences *S* are expected to have the same length. Using functions from the Motif Occurrence Detection Suite (MOODS) (19), we calculate a log-odds score threshold *b_j_* describing the minimum threshold log-likelihood match score for motif *j* under a given nucleotide background, pseudocount, and p-value threshold (Supplementary Figure S1E). Thus, given a motif *j* and sequence *i*, MEPP computes a heatmap row vector as:

}{}$$\begin{equation*}{H_{i,j}}\; = {h_j}\left( {{S_i}} \right)\; = \;pad\left( {max\left( {0,\;{f_j}\left( {{S_i}} \right) - {b_j}} \right)} \right)\end{equation*}$$

where pad is a 0-value padding function that ensures *H_i,j_* and *S_i_* have the same length. When considering both orientations of a motif, MEPP will instead compute the row *H_i,j_* as:

}{}$$\begin{equation*}{H_{i,j}}\; = \;max\left( {{h_j}\left( {{S_i}} \right),\;reverse\left( {{h_j}\left( {revcomp({S_i}} \right)} \right)} \right))\end{equation*}$$

where *reverse*(*X*) reverses an array of motif scores, and *revcomp*(*S_i_*) computes the reverse complement of one-hot sequence *S_i_*. When all sequences *S* are sorted according to score, the matrix of all rows *H_i,j_* over sequence indices *i* is the motif score heatmap *H_j_* for motif *j*. The central plot generated by MEPP displays the heatmap *H_j_* (Figure 1D) with the horizontal axis corresponding to motif position, and the vertical axis corresponding to each of the input sequences sorted in descending order based on their sequence scores. Motif position is measured from the center of sequences in *S* to the center of motif *j*. Rendering of the motif heatmap has additional considerations described in the Supplemental Methods.

**Figure 1.**
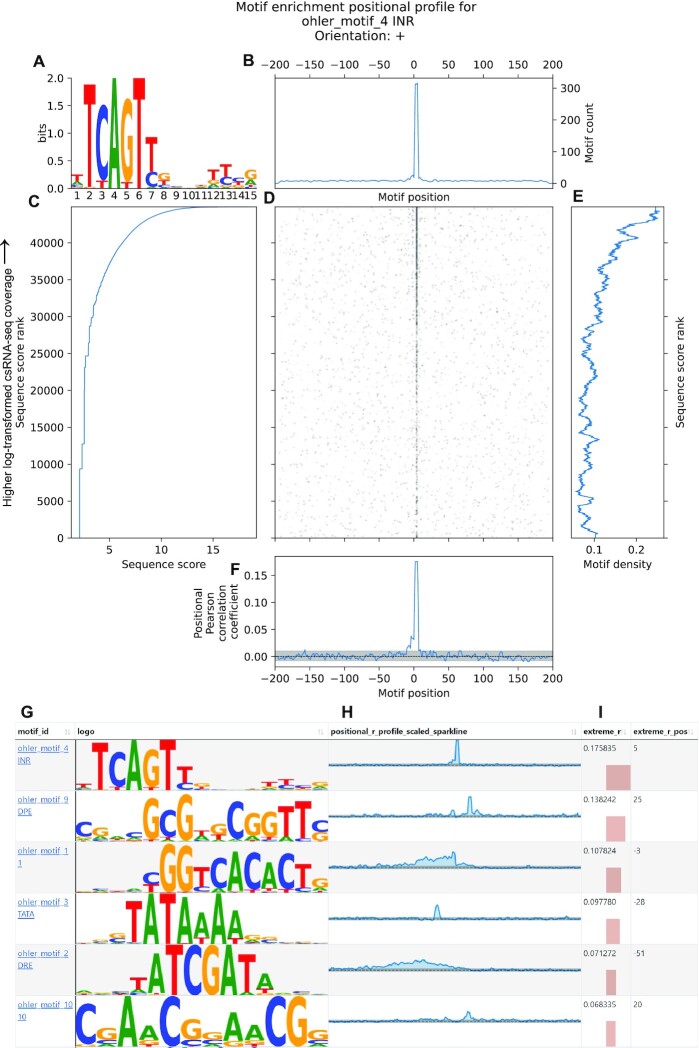
MEPP visualizes and quantifies core promoter motifs near Drosophila melanogaster transcription start sites. (**A**) Motif logo for the Drosophila Initiator motif. (**B**) Visualization of smoothed motif counts over each position across the 400 bp sequence, centered on the TSS quantified by csRNA-seq. (**C**) Line plot relating the sequence score (log-transformed csRNA-seq coverage) to the rank of the sequence score. Sequences are arranged in order of descending score in the dataset. (**D**) 2D motif heatmap summarizing motif occurrences across the whole dataset, with the horizontal axis indicating motif position, and the vertical axis indicating the rank of the sequence score. Each black spot represents a motif occurrence, with darker spots for stronger/more motifs in a downsampled neighborhood. (**E**) Line plot summarizing smoothed density of motifs across sequences in the dataset, with the vertical axis representing sequence score rank. (**F**) Visualization of the partial Pearson correlation values of motif strength/presence with score, quantified at each possible motif position surrounding the TSS, after controlling for sequence GC content. A 95% confidence interval is shaded in gray. (**G**) Partial screenshot of MEPP’s interactive table output. Motifs are identifiable in MEPP’s interactive table by motif ID and sequence logo. (**H**) Motif positional profiles are summarized using a sparkline visualization, allowing exploration of profiles at a glance. Pictured are the Initiator motif, TATA Box motif and DPE motif. (**I**) Extremes (minima, maxima) of motif positional profiles are summarized, including the values and where they occur relative to the sequence center.

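The deduplicated list held 2008 distinct scores, and 45759 of its 46925 TSSs shared their score with at least 1 other TSS. The lowest score, 2.13, was shared by 9901 TSSs (21.1% of the list). The next scores were 2.35, shared by 3543 TSSs, and 2.56, shared by 7639 TSSs. These 3 scores together covered 21083 TSSs (44.9%), and among the TSSs that share a score the rank follows no measured difference. In rising order, the 3 scores stood for 2 reads of a library of 5931389 reads, 3 of 7299457 and 2 of 4070746. The order of these scores therefore depends on the scaling to library size as well as on the reads. The median score was 2.60 and the highest 18.37.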

To account for inexact motif positioning, we later optionally apply average pooling with a stride of 1 to the rows of the motif score heatmap *H_i,j_*. The size of the pooling window *w* can be modified to adjust the resolution of the positional profiles, and is computed as *w* = 1 + 2*m*, where *m* is a user-defined motif-margin. For high-resolution datasets that describe features at single nucleotide resolution, such as TSS found with csRNA-seq, the motif margin used should be small, usually 2 bp, but for lower-resolution datasets where the definition of the anchor may be less precise, such as the position of ChIP-seq peaks, a higher motif margin (e.g. 10 bp) may increase sensitivity. We apply 0-value padding to the data so that convolution and average pooling operations result in tensors matching the dimensions of the original one-hot encoded sequence. For simplicity, we refer to the smoothed form of row *H_i,j_* as *H_smoothed,i,j_*

### Positional profile computation

To calculate local motif enrichment at each sequence position across the dataset, at each position column *X* of the motif heatmap *H_smoothed,j_*, we calculate the partial Pearson correlation *p_XY·Z_* of the motif score matrix against the vector of sequence scores *Y*, while controlling for the vector of sequence-wide GC ratios *Z*. The resulting vector *P_XY·Z_* of positional correlation coefficients describes the enrichment of the motif across all positions. We term a motif's vector *P_XY·Z_* the positional profile or positional Pearson correlation for that motif. This enrichment method is comparable to that used by Analysis of Motif Enrichment (AME) (20), which by default calculates enrichment as the correlation between average motif match scores across each sequence and the sequence scores. For each motif, the positional profile *P_XY·Z_* is plotted across the same motif position axis as the central heatmap (Figure 1F).

In order to determine statistical significance, we use permutation testing to calculate positional profiles on multiple null permutations of the data. The permutation test shuffles sequence scores to break the relationship between motif position/presence and score. The resulting null enrichment profiles are used to derive confidence intervals and *P*-values for the scores in the positional profile. Confidence intervals are shaded in gray beneath the positional profile (Figure 1F).

We also calculate the count of motifs at each position summed up across the datasets. A rolling average with window size *w* smooths these values, which our method plots above the central motif heatmap of the MEPP visualization (Figure 1B).

### Per-motif visualization

For each motif, MEPP creates a plot with multiple subplots visualizing different aspects of the motif enrichment. These include the central heatmap (Figure 1D), positional profile (Figure 1F), and smoothed motif counts over positions (Figure 1B) previously described, as well as the motif logo generated by Logomaker (Figure 1A) (21). In addition, the left-hand-side plot displays the relationship between the rank of the sequence score vs. the score (Figure 1C), helping diagnose issues caused by non-normal score distributions that may throw off the correlation metrics. To contextualize the results a user might expect from non-positional score-based MEA, the right-hand-side plot displays the density of motifs as they occur along the dataset, smoothed along the sequence score rank axis for display (Figure 1E).

### Motif dataset visualization

MEPP also provides an interactive table for navigating to the profiles generated for each motif in a dataset (Figure 1G–I). For each motif, MEPP renders the positional profile and its confidence interval in a sparkline format (Figure 1H), alongside an illustration of the motif matrix itself (Figure 1G). The method identifies the extreme values of the positional profiles (Figure 1I) and records them alongside their confidence interval and associated *P*-values. To control for false positives, the Benjamini–Yekutieli (22) correction adjusts p-values by correcting across all positional *P*-values and all motifs; We use the correction implemented by statsmodels (23). MEPP renders the resulting table in HTML, augmented with interactive sorting and filtering features using the DataTables Javascript library (https://datatables.net/).

To aid in data exploration, MEPP renders a custom HTML output (Figure 3B–E), placing the motif matrices next to a heatmap and dendrogram displaying the positional profiles and their clustering hierarchy; This custom interactive clustermap displays motifs along the vertical axis. To keep output legible, we use interactive CSS to expand rows of the heatmap on mouseover.

MEPP clusters the motifs by their positional profiles using UPGMA hierarchical agglomerative clustering (https://doi.org/10.1007/978-1-4020-6754-9_17806) with a correlation clustering metric. The clustering assignments of each motif profile follow the defaults for scipy's ‘dendrogram’ function (Figure 3B) (24).

Both the table and clustermap HTML output generated by MEPP allow users to navigate to the individual MEPP plots for each motif through hyperlinks.

### Time complexity of MEPP

Because MEPP incorporates a visualization of the occurrences of *m* motifs over *n* sequences of length *l*, the creation of motif heatmaps must occur on the order of m*n*l. The clustering of motifs by their positional profiles similarly requires comparisons of profile similarity, on the order of *m*^2^*l. Thus, the overall time complexity occurs on the order of O(m*n*l+*m*^2^*l), but in practice, this is dominated by the first term O(m*n*l), which is linear for the size *n* of appreciably large datasets of scored sequences.

### Public data used and analyzed

We used MEPP to analyze multiple public datasets. For each dataset, we sample sequences surrounding measured events from the relevant sequencing assay, and score these sequences according to either normalized read count coverage or the log_2_ fold change when comparing conditions. We then input the resulting scored sequences to MEPP. For convenience, these analyses are summarized in Table 1, while full analysis details are provided in the Supplemental Methods. Access information and lab attribution for public data used from other studies is recorded in Supplemental Table S6.

**Table 1.** Public data used in this study

**Discussion section title**	**Methods/ supplemental section title**	**Sequencing assay**	**Measured event**	**Sequence center**	**Sequence length (bp)**	**Comparison**	**Sequence scores**	**Score polarity (meaning of higher scores)**	**Genome**	**Dataset accession(s)**
MEPP visualizes and quantifies positions of core promoter motifs	Analysis of *Drosophila melanogaster* TSS	csRNA-seq	Nascent transcription initiation	Nascent transcription start sites	400	Nascent transcription vs. none	log-transformed fragment 5' end coverage	Higher transcription	dm6	GSE203135
MEPP visualizes ChIP-seq peaks	MEPP analysis of GATA1 ChIP-seq	ChIP-seq	GATA1 binding	MACS2-called peak summits	400	ChIP vs. input	log_2_ Fold Change GATA1 ChIP-seq vs input	Greater GATA1 ChIP-seq signal	hg38	ENCSR000EFT (GATA1 ChIP-seq), ENCSR000EHM (Control)
MEPP visualizes cell-type specific TF binding motif spacing	Analysis of differential chromatin accessibility between cell types	ATAC-seq	Cleavage of accessible chromatin	GATA1 binding motifs	200	HCT116 vs. K562	log_2_ Fold Change HCT116 versus K562 ATAC-seq	Greater accessibility HCT116	hg38	ENCSR483RKN (K562 ATAC-seq), ENCSR872WG (HCT116 ATAC-seq)
MEPP identifies helical spacing for motifs associated with cooperative Nanog binding	Analysis of Nanog motif binding in *Mus musculus*	ChIP-seq	Nanog binding	Nanog binding motif	400	Normalized coverage	RPKM-transformed Nanog ChIP-seq coverage	Higher coverage	mm10	GSE144577
MEPP visualizes differing positional specificities of TF binding assays	MEPP Analysis of Mouse ChIP-nexus and ChIP-seq	ChIP-seq	Nanog binding	MACS2-called peak summits	400	Binding signal vs. background	MACS2 peak signal	Higher ChIP-seq signal	mm10	GSE137193
		ChIP-nexus	Nanog binding				MACS2 peak signal	Higher ChIP-nexus signal		
		ChIP-nexus	Nanog binding	5' read end locations		Normalized coverage	rlog-normalized fragment 5' end coverage	Higher ChIP-nexus 5' end coverage		
MEPP yields concordant profiles for assays of differential LPS response	Differential csRNA-seq analysis	csRNA-seq	Nascent transcription initiation	Nascent transcription start sites	400	KLA-stimulated vs. control	log_2_ Fold Change KLA versus control nascent transcription	Higher transcription in KLA stimulation	mm10	GSE135498
	Differential cleavage site analysis	ATAC-seq	Cleavage of accessible chromatin	Cleavage sites		LPS-stimulated versus control	log_2_ Fold Change LPS versus control nascent cleavage	Higher transcription in LPS stimulation		GSE119693
		MNase-seq								

## RESULTS

### MEPP visualizes and quantifies positions of core promoter motifs

To demonstrate the utility of our method in identifying known positional dependencies for DNA motifs, we analyzed transcription start sites (TSSs) in *Drosophila melanogaster* embryo cells. 

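The TSSs came from csRNA-seq of embryos collected at 0 to 12 h, with 3 csRNA-seq libraries and 1 input library. In csRNA-seq (capped small RNA-seq), short RNAs are enriched for a 5′ cap before sequencing, so that the 5′ end of a read marks the base at which a transcript was initiated. The authors aligned the trimmed reads to the dm6 genome with STAR, called TSSs from the 5′ ends of the reads with HOMER, and deposited 1 coverage value per TSS for the csRNA-seq experiment as a whole. Coverage values of the separate libraries and of the input were not analysed here. Each of the 232302 deposited coverage values was a whole number of reads multiplied by 1 of 3 steps, which were 1.37, 1.69 and 2.46. These steps are the value of 1 read in libraries of 7299457, 5931389 and 4070746 reads after scaling to 10000000 reads. Each TSS therefore carried the reads of a single library. The library of 7299457 reads gave the value at 61564 TSSs, that of 5931389 reads at 95855 TSSs and that of 4070746 reads at 74883 TSSs. Which replicate each library size belongs to was not assigned. With 1 value per TSS there is no spread between replicates, and the 95% Wilson intervals given with shares of TSSs cover counting error only. From these values, whole reads were recovered by dividing by the step, the deduplication was repeated with bedtools, and each TSS was placed against the Ensembl 115 annotation of the same genome assembly. The DNA sequences around the TSSs were not analysed here, and neither were the motif profiles computed from them.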

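Before deduplication the deposited list held 232302 TSSs, 112764 on the plus strand and 119538 on the minus strand. After deduplication it held 46925 TSSs, 24255 on the plus strand and 22670 on the minus strand. The filter on degenerate or soft-masked sequence needs the genome sequence and is not included in this number. In the deduplicated list, 17540 TSSs (37.4%) rested on 2 reads of the library that gave their value, and 26782 (57.1%) on 3 reads or fewer. A minimum of 4 recovered reads, which was chosen after seeing the data, moved the number of deduplicated TSSs most, to 20941.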

Using capped small (cs)RNA-seq, we identified 44 877 high confidence TSSs (read count >3 while controlling for background input, repetitive DNA content, and overlapping sites, see Supplemental Methods). 

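Coverage in the deduplicated list ran from 3.37 to 338865 with a median of 5.06, in reads per 10000000. Of the 46925 TSSs, 11775 (25.1%, 95% Wilson interval 24.7% to 25.5%) lay within 200 bp of an annotated transcript start on the same strand. These TSSs had a median coverage of 42.1 and held 93.4% of the summed coverage of the list, while the 35150 TSSs farther away had a median coverage of 4.91. Of the 46727 TSSs on the chromosome arms, those away from starts were in the CDS (11.6%), 5′ UTR (1.22%), 3′ UTR (2.26%), noncoding exons (0.954%) or introns (16.5%) of a gene on the same strand, antisense of a gene (25.6%) or intergenic (16.7%). Of the alternatives, all chosen after seeing the data, taking the full list before deduplication moved the share within 200 bp of a start most, to 68.8% (159886 of 232302 TSSs), and restricting the deduplicated list to coverage of at least 10 moved it to 65.8%. When the deduplicated TSSs were divided into 10 groups of equal size by score, with tied scores ordered as in the file, the share within 200 bp of a start was 4.05% (3.52% to 4.65%) in the lowest-scoring group and 91.7% (90.9% to 92.5%) in the highest-scoring group. The difference between these groups exceeds the counting error. The 2 lowest-scoring groups share a single score and are divided by the order of the file alone. In the full list divided the same way, the lowest-scoring group had a share of 50.8%. The deduplicated TSSs in the lowest-scoring group had a median of 2 reads, and those in the highest-scoring group a median of 143 reads.

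**Figure D1:**
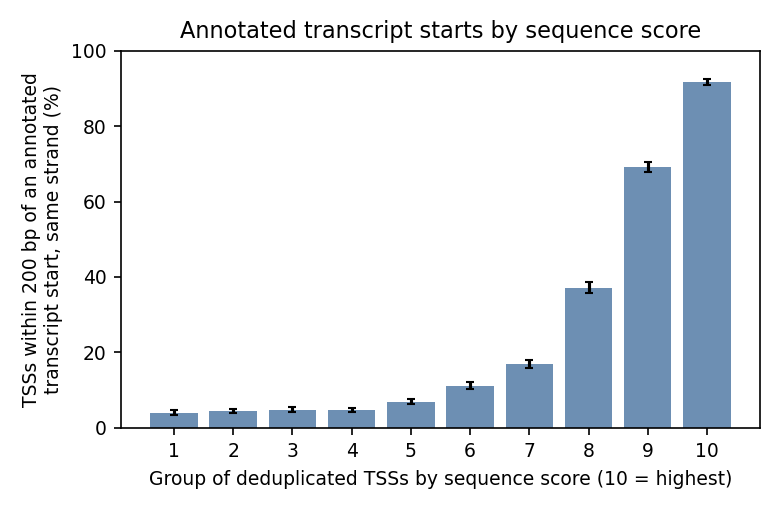
Share of deduplicated TSSs within 200 bp of an annotated transcript start on the same strand (%, vertical axis) in each of 10 groups of the list by sequence score (horizontal axis, group 10 the highest), with 95% Wilson intervals as error bars. The share is 4.05% in the lowest-scoring group and reaches 37.2%, 69.1% and 91.7% in the 3 highest.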

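The highest coverage, 338865 (score 18.37, 247353 reads), was at position 19727245 on the minus strand of chromosome 2R (dm6), 93 bp upstream of the annotated start of a snoRNA gene (FBgn0065076, 19727098 to 19727152) and inside no annotated gene. The next TSS, with coverage 321414 (score 18.29, 190643 reads), was at position 3046765 on the plus strand of chromosome 2L, exactly at the start of snRNA:LU (FBgn0263847, 3046765 to 3046880), which lies in an intron of FASN2 on the same strand. The third, with coverage 95772 (score 16.55, 56806 reads), was at position 19810734 on the plus strand of chromosome 2L, at the start of snRNA:U4:38AB (FBgn0003931, 19810734 to 19810875), in an intron of sick on the same strand. These 3 TSSs held 12.2% of the summed coverage of the deduplicated list. The highest-scoring TSS at a protein-coding gene, named after its value was seen, had coverage 81219 (score 16.31, 33062 reads) at position 15699849 on the minus strand of chromosome 3L, 1 bp downstream of the annotated start of comm2 (FBgn0041160, 15697594 to 15699850). All of the 100 TSSs with the highest scores lay within 200 bp of an annotated start on the same strand.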

We extracted sequences covering ±200 bp from each TSS and scored them by the log-transformed csRNA-seq coverage of their TSS centers, where higher scores correspond to TSS with higher rates of initiation. We then ran MEPP using a library of motifs previously found to be enriched in *Drosophila* promoters (25), focusing on the positioning of the TATA-box, Initiator (Inr), and Downstream Promoter Element (DPE) motifs, which are expected to appear upstream, on, and downstream of TSS, respectively.

MEPP visualizes a motif's occurrences in a scored sequence dataset in one figure comprising multiple plots with aligned axes (Figure 1). The central 2D motif heatmap allows more direct visualization and qualitative evaluation of motif distributions across the dataset: the presence of the Inr motif on the TSS, in the sequence center, is clearly visible and is more well defined for TSS with greater transcriptional activity (Figure 1D). The right-hand plot of motif density over sequence ranks also reflects the association of pronounced Inr motifs with greater TSS activity, and resembles the data as it would appear to a motif enrichment method using the zero-or-one-occurrence per sequence (ZOOPs) model (Figure 1E). However, it is the enrichment positional profile plotted at the bottom that summarizes the positionality of this enrichment (Figure 1F): This plot illustrates that the association of Inr motif strength/presence with TSS strength is most positively correlated at the sequence center, on the TSS itself, which matches expectations. Similarly, the TATA-box motif profile peaks upstream of the TSS at −28 bp, while the DPE motif profile peaks 25 bp downstream of the TSS (Supplementary Figure S2A, B). 

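The deposited windows around the TSSs were 400 bp long for 46894 of the 46925 deduplicated TSSs, and 31 were shorter. Counted from the 5′ end of the transcribed strand, the TSS was base 200 of each full-length window on the plus strand and base 201 on the minus strand. The position of the TSS itself was compared with annotated transcript starts on the same strand. Of the TSSs within 200 bp of a start, 977 lay exactly at one, and the median offset was 5 bp downstream, with a median absolute offset of 11 bp. An offset of 0 was found for 483 TSSs on the plus strand and 494 on the minus strand.

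**Figure D2:**
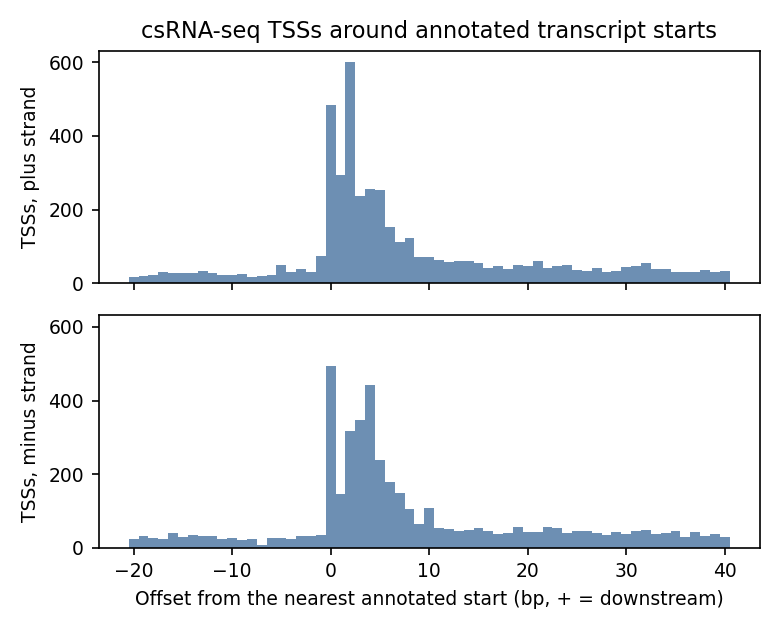
Number of deduplicated TSSs (vertical axes) at each offset in bp from the nearest annotated transcript start on the same strand (horizontal axis, positive values downstream), for the plus strand (upper panel) and the minus strand (lower panel). Both strands have an excess at an offset of 0, with 483 and 494 TSSs. The plus strand has its highest count, 601 TSSs, at 2 bp downstream. On both strands together, 4269 TSSs lie 1 to 10 bp downstream of a start.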

Positions are reported using the distance from the center of the motif to the center of the sequence (which is defined here to be the TSS).

MEPP performs an analysis of multiple motifs for a dataset and summarizes them in an interactive table (Figure 1G–I). The top 2 results for the most extreme positional profile values corresponded to profiles for the Inr and DPR motifs, while 4th result corresponded to the profile for the TATA-box. The results table also describes the location of these extreme values across sequences centered on the TSS (as determined by the position of the largest absolute values in the profile). As expected, maximum correlation of the TATA-box motif with transcriptional initiation occurs upstream at -28 bp relative to the TSS, while the DPE’s maximum correlation occurs downstream at +25 bp relative to the TSS. This is consistent with the known positioning characteristics of these core promoter elements (26,27). Thus, we demonstrate how MEPP’s multiple readouts recapitulate ground truths about promoter organization from a high-resolution nascent transcriptional assay.

### MEPP visualizes ChIP-seq peaks

To demonstrate our method's ability to visualize known motif content in more general sequencing assays with less exact positioning, we analyzed ChIP-seq peak summits for GATA1 in K562 cells. We used MACS2 on ENCODE GATA1 ChIP-seq alignment files and the corresponding Control ChIP-seq alignment files to extract over 5K non-overlapping sequences sampled ±200 bp from GATA1 ChIP or Control ChIP summits and scored by the log_2_ fold change between GATA1 ChIP and control. MEPP analysis on these scored sequences found centrally positioned enrichment of the GATA1 motif correlated with higher coverage in GATA1 ChIP over control, as expected (Figure 2).

**Figure 2.**
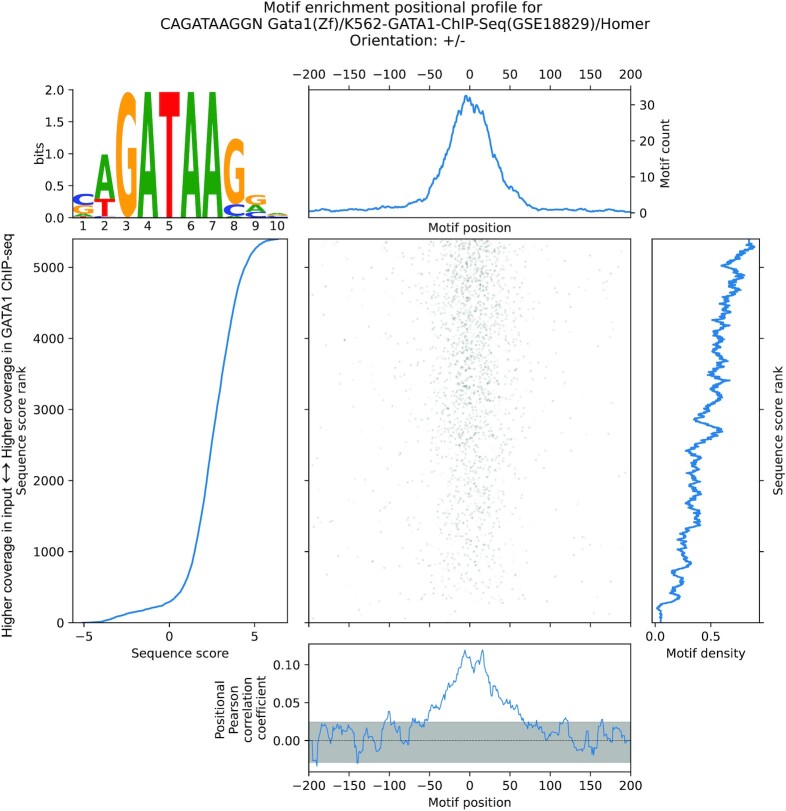
MEPP visualizes and quantifies the GATA1 binding motif in GATA1 ChIP-seq binding sites. MEPP plot for the GATA1 motif, on sequences ±200bp of GATA1 ChIP-seq peak centers sampled from the hg38 reference genome, which are scored by differential ChIP-seq coverage (log_2_ fold change of GATA1 ChIP-seq versus input control).

Unlike the previous analysis, this enrichment profile reflects positional sequence matches regardless of the orientation of the GATA1 motif. The maximum correlation signal in the positional profile provided by MEPP is less sharp compared to the analysis of core promoter elements relative to single nucleotide-resolution TSS, reflecting the less positionally specific nature of the ChIP-seq assay compared to the csRNA-seq assay. Similar to the previous result on TSS, this demonstrates that MEPP can identify known motif distribution patterns correctly, even when the assay in question has less distinct positional landmarks. This marks its utility in characterizing such assays as a visualization and quality control tool.

### MEPP visualizes cell-type specific TF binding motif spacing

To demonstrate MEPP’s ability to identify cell-type specific regulatory grammars, we analyzed the occurrence of motifs surrounding GATA1 binding motif sequences in K562 and HCT116 cells. Instead of using features of NGS profiling to determine analysis anchors (e.g. TSS, ChIP-seq peak summits), here we anchor our analysis on GATA motifs and analyze how the presence of other nearby TF motifs are associated with regulatory element activity. Over 500K GATA1 binding motifs appear in the human genome, but these are not in equally accessible chromatin, especially across cell types. To determine if increased cell-type specific chromatin accessibility associates with a spacing preference between GATA1 and other motifs, we used MEPP to analyze the positions of other binding motifs surrounding GATA1 binding motifs. We extracted genomic sequence ±100 bp around GATA1 binding motifs, then scored these sequences by the log_2_ fold change of chromatin accessibility between HCT116 and K562 cell types; High scores corresponded to higher accessibility in HCT116 than in K562, as measured using ATAC-seq. These scored sequences comprised our input to MEPP for this analysis.

The transcription factor GATA1 plays a key role in hematopoiesis and erythroid gene expression (28). After GATA transcription factor motifs, the top results for significant positional profiles in MEPP featured binding motifs for bHLH transcription factors, exemplified by SCL. The heatmap for the SCL motif (also known as TAL1) indicates preferential positioning of this motif around 12 bp upstream of the GATA1 motif, as measured from the center of SCL motif to the 5′ end of the GATA motif (Figure 3A). This is consistent with the approximate requirements for binding of a complex assembled by Lmo2 including SCL and GATA1 (28), and is consistent with previous reports characterizing composite GATA:Ebox motifs bound by the factors during erythroid maturation (29). The enrichment profile generated by MEPP indicates that this positioning of the SCL motif has enrichment surrounding GATA motif sites with greater chromatin accessibility in K562 cells, but not HCT116 cells (Figure 3A), as indicated by the negatively scored valley in the profile at that upstream position. This is consistent with the erythroleukemia origin of K562 cells, where GATA1 and SCL/TAL1 transcription factors play important roles in hematopoietic differentiation of the erythroid lineage. Although the motif heatmap indicates that this profile derives from motifs in a relatively small section of the heatmap (Figure 3A, yellow squares), these sections still reflect motifs present in thousands of the most extremely scored sequences.

**Figure 3.**
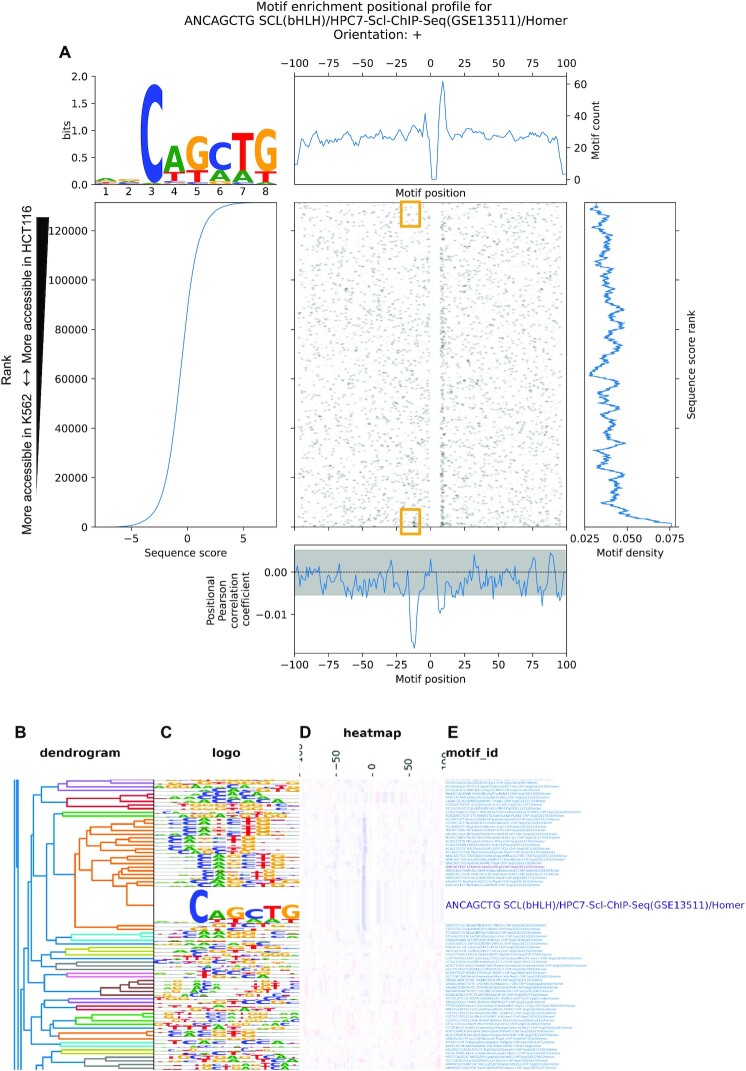
MEPP visualizes and quantifies the SCL/TAL1 binding motif near GATA1 binding motif locations. (**A**) MEPP plot for the SCL/TAL1 binding motif, on sequences ±100 bp of GATA1 ChIP-seq peak centers sampled from the hg38 reference genome, which are scored by differential chromatin accessibility score (log_2_ fold change of HCT116 over K562, by ATAC-seq). Yellow boxes indicate extrema of the heatmap where SCL motif presence contributes to the enrichment profile's minima. (**B**) Dendrogram illustrating cluster membership of motifs characterized by enrichment positional profiles. (**C**) Motif logos represented in compacted form alongside enrichment profiles, with full logos visible on mouseover. (**D**) Heatmap visualizing motif enrichment profiles as rows of color bars, with red, white, and blue coloration signifying positive, zero, and negative correlation with sequence score. (**E**) Motif names with hyperlinks to full MEPP plots, with enlarged font scaling on mouseover for readability

MEPP visualizes and clusters the profiles generated for multiple motifs as an interactive HTML clustermap (Figure 3B–E). This allows users to determine regimes of positional dependencies shared by similar motifs. For example, the SCL motif clusters with similar basic helix-loop-helix binding motifs. Unlike conventional non-interactive heatmaps, our approach to visualization allows users to expand motif logos and text, as well as to click through hyperlinks to the full MEPP profile. This allows for determination of profile similarities across a full motif set at a glance, rendering no singular row permanently unreadable. This combination of novel interactive visualization techniques and positional, score-based motif enrichment is unique to MEPP’s approach, and enables users to identify cell-type specific regulatory grammar.

In order to evaluate MEPP’s ability to identify positionally relevant motifs compared to other approaches, we analyzed the same scored sequences using TFEA (15), and the upper and lower 10% of the scored sequences using CentriMo (14) and HOMER (30). CentriMo and TFEA incorporate the analysis of motif positions in their results, while HOMER serves as a general motif analysis tool to compare against. Both CentriMo and TFEA produced results that confirm SCL and other bHLH motifs are positionally enriched near K562 accessible GATA1 motifs (Supplementary Figures S3 and S4). However, for the purposes of discovery, only MEPP and CentriMo reported SCL or other bHLH motifs among the top motifs in its output result tables (Table S5). For example, TFEA and HOMER identified motifs bound by ETS family TFs ahead of bHLH motifs in their results. ETS motifs are generally enriched in the vicinity of the GATA1 motifs in K562 open chromatin, but lack specific spacing relationships. These differences reflect the strategies each method uses to identify biologically interesting motifs, which often rely on position-independent enrichment (e.g. HOMER). This distinction is important since results reported by a motif enrichment method that do not appear at the top of the results table are often ignored, impacting downstream interpretation.

In order to evaluate methods of describing positional enrichment, we focus on positional profiles generated by MEPP and CentriMo (14). Because CentriMo takes contrasting sets of sequences as input, rather than continuously scored sequences, we submitted the lower 10% of scored sequences as the ‘positive’ set for enrichment, and the upper 10% as a contrasting ‘negative’ set. The resulting local enrichment plot (Supplementary Figure S3) yields a profile that does not differentiate between a motif being simply prevalent at a position, or more enriched in the ‘negative’ set of sequences. Instead, this profile has two positive peaks, consistent with the peaks in MEPP’s plot of motif counts over positions across sequences (Supplementary Figure S3). While a second profile is plotted as a dashed line reflecting enrichment in the negative set of sequences, its interpretation relies on the selection of the negative set of sequences, and a quantitative summary requires downstream comparison against the profile for enrichment in the positive set (Supplementary Figure S3). This underscores a key difference in MEPP’s enrichment profile output from current methods like CentriMo: Rather than only quantifying a motif's positional prevalence in a thresholded selection of a dataset, MEPP, quantifies motif's positional relevance towards a higher or lower scoring sequence, as measured by the local correlation of motif score and sequence score. In addition, CentriMo only accounts for the position of the best match to the motif within a sequence, while MEPP quantifies and visualizes all motif instances within a sequence. Prioritizing only the strongest match to a binding motif can be counterproductive to identifying tissue-specific motif grammars, which can compensate for weaker binding motifs (9).

### MEPP identifies helical spacing for motifs associated with cooperative Nanog binding

To demonstrate MEPP’s ability to identify complex relationships between motifs that have roles in cooperative TF binding, we performed an analysis of Nanog binding in mouse embryonic stem cells (ESC). The Nanog motif is relatively common in the genome, but not all instances of this motif are bound. The Nanog motif instances that are bound often have varying rates of association with Nanog as measured by ChIP-seq. To identify other motifs near Nanog motifs that have positional specificities in their ability to influence Nanog binding, we performed a MEPP analysis of Nanog motif sites across the mm10 reference genome. We scored Nanog motif sites by their Nanog binding activity as quantified by Nanog ChIP-seq in mouse embryonic stem cells (mESCs) (31). The analysis processed over 3M sequences sampled ±200 bp of Nanog motif sites, after overlapping interval deduplication and filtering out sequences containing 50% repetitive or degenerate bases as annotated byRepeatMasker.

MEPP analysis showed that motifs bound by pluripotent transcription factors often revealed helical spacing preferences to Nanog motifs bound by Nanog in mESCs. The MEPP plot for enrichment of Sox2 motifs surrounding central Nanog motifs reveals periodicity in the enrichment positional profile with a period of ∼10 bp (Figure 4). This periodicity is less visible when simply plotting Sox2 motif counts over positions relative to Nanog (Figure 4). Positive peaks in the enrichment positional profile represent a stronger local correlation of Sox2 motif strength/presence with Nanog binding at those periodically spaced positions, suggesting that cooperative binding of Sox2 and Nanog depends on a helical syntax that preserves the relative rotational positions of the factors along the DNA. Other approaches leveraging machine learning models have also found helical binding periodicities between Nanog and Sox2 motifs (32,33). However, our method does not require the training or interpretation of machine learning models, but yields concordant results. Importantly, due to the overlapping interval deduplication step in the data preprocessing, our results do not reflect repetition of the Nanog motif around itself, ensuring that these findings are not due to e.g. a single Sox2 motif appearing near multiple Nanog motifs that are spaced periodically with each other, as might occur in unannotated repetitive genome sequence. By combining MEPP with careful preprocessing, we demonstrate the ability to identify properties of motif spacing more complex than single peaks of positional enrichment.

**Figure 4.**
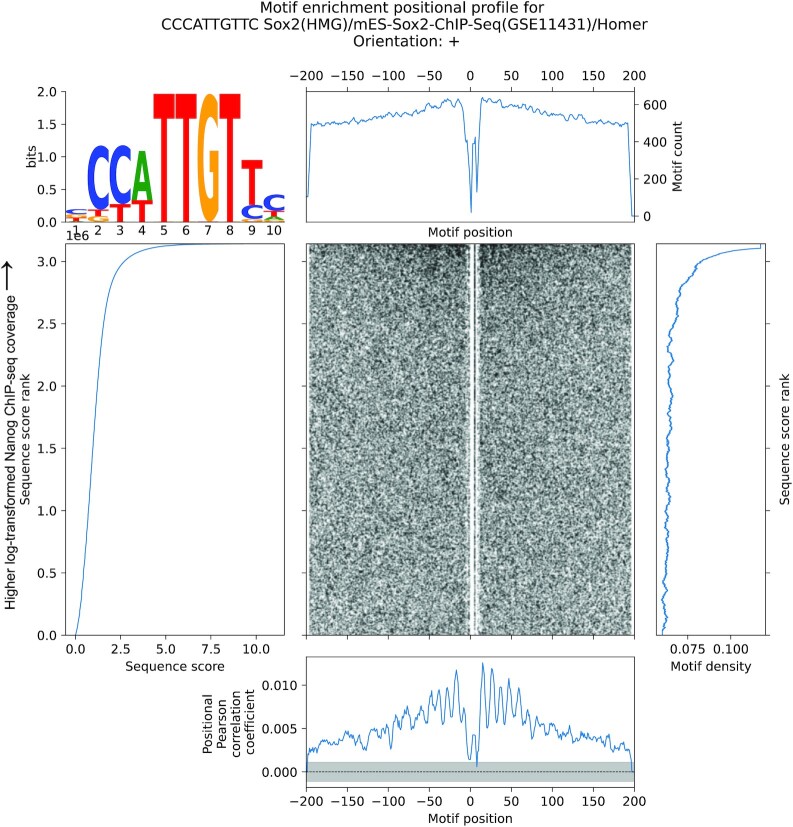
MEPP visualizes and quantifies the Sox2 motif near bound Nanog motif sites. MEPP plot for the Sox2 motif, on sequences ±200 bp of GATA1 ChIP-seq peak centers sampled from the mm10 reference genome, which are scored by log-transformed Nanog ChIP-seq coverage.

### MEPP visualizes differing positional specificities of TF binding assays

To demonstrate the effect of assay type positionality on the positional profiles derived by MEPP, we analyzed ChIP-nexus and ChIP-seq Nanog binding assays in mouse embryonic stem cells, as carried out by Avsec *et al.* (32). ChIP-nexus assays use exonucleases to precisely map the locations where crosslinked proteins protect the DNA, suggesting that ChIP-nexus peaks should provide greater precision than ChIP-seq peaks with respect to binding motifs (2). MEPP analyzed 39K Nanog ChIP-nexus peaks and over 28K Nanog ChIP-seq peaks, using sequence sampled from ±200 bp of each peak summit and scores taken from the signal values in the MACS2 narrowpeak calls. To account for the lack of strand specificity in ChIP-seq, MEPP correlated sequence scores against both forward and reverse orientations of each motif.

As expected, the Nanog motif positional profiles derived from Nanog ChIP-nexus peaks showed greater positional specificity, with the positional profile indicating a positive peak centered directly on the peak summit (Figure 5C). In contrast, the Nanog motif positional profile from the Nanog ChIP-seq experiment indicates a broader, less well-defined central peak that does not rise as far above the 95% confidence interval (Figure 5A). Additionally, positional profiles for the Oct4–Sox2–TCF-Nanog composite motif follow a similar pattern, with the Nanog ChIP-nexus derived profile having enough granularity to resolve two peaks on either side of the peak summit, as opposed to the broader profile reflected from the Nanog ChIP-seq experiment (Figure 5B,D). The motif heatmap visualization offered by MEPP enables researchers to visualize the underlying two-dimensional distribution of motifs surrounding each experiment's peak summits, providing further feedback on the positional properties of each dataset. Thus, MEPP results capably reflect the positional specificities of different sequencing assays, allowing both quantitative and qualitative feedback on sequence features enriched in the surrounding assay peak summits.

**Figure 5.**
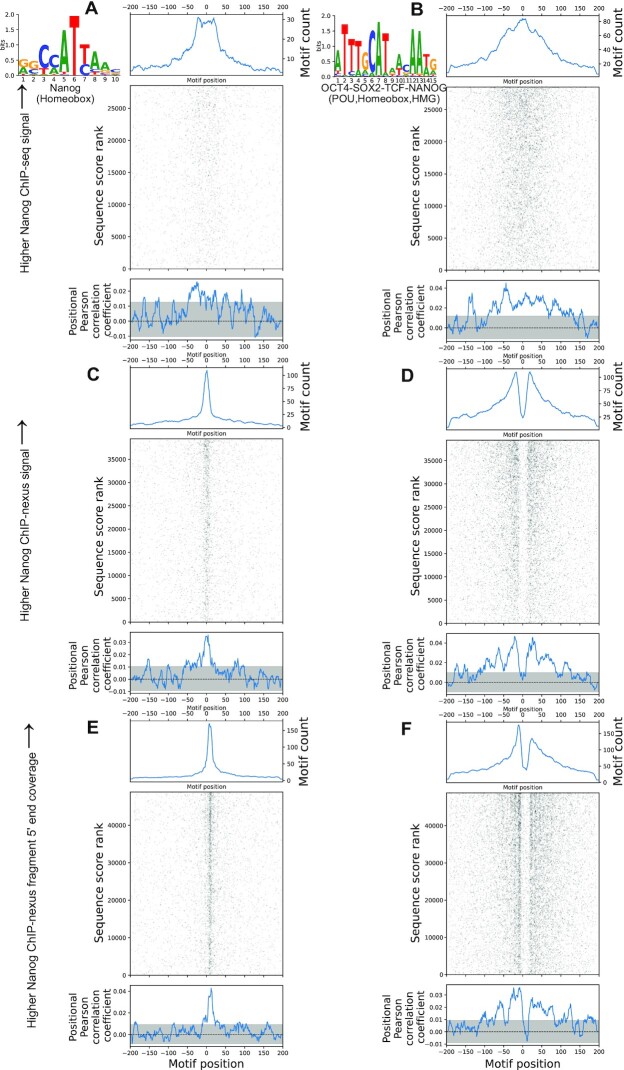
MEPP differences in positional specificity between ChIP-seq and ChIP-nexus (**A**) MEPP plot for Nanog binding motif, on sequences ±200 bp of Nanog ChIP-seq peak summits sampled from the mm10 reference genome, scored by MACS2 signal value for each peak. (**B**) MEPP plot for Oct4–Sox2–TCF–Nanog composite binding motif, on sequences ±200 bp of Nanog ChIP-seq peak summits sampled from the mm10 reference genome, scored by MACS2 signal value for each peak. (**C**) Same, as (A), but for sequences sampled and scored from Nanog ChIP-nexus peak summits. (**D**) Same, as (B), but for sequences sampled and scored from Nanog ChIP-nexus peak summits. (**E**) Same, as (A), but for sequences sampled and scored from Nanog ChIP-nexus fragment 5′ ends found and scored using an alternate HOMER analysis pipeline adapted from use on csRNA-seq. (**F**) Same, as (B), but for sequences sampled and scored from Nanog ChIP-nexus fragment 5′ ends found and scored using an alternate HOMER analysis pipeline adapted from use on csRNA-seq.

The positional specificity visualized by MEPP is further enhanced using analysis methods that leverage the positional information provided by the ends of the reads, such as those developed for csRNA-seq. To demonstrate, we re-analyzed the ChIP-nexus data that follows the example of csRNA-seq, by identifying and scoring prominent ChIP-nexus 5′ protection boundaries from the 5′ ends of the Nanog ChIP-nexus reads. This alternative analysis identified 48K potential binding sites, scored by the (DESeq2) rlog-transformed coverage of the Nanog ChIP-nexus 5′ read ends (34). MEPP was used to analyze sequence ±200 bp of these binding sites for motif enrichment. The resulting profiles for the Nanog motif and the Oct4–Sox2–TCF–Nanog are similar to the previous Nanog ChIP-nexus experiment (Figure 5E, F). However, the enhanced specificity and data density appears as visible vertical striations of motif presence on the central motif heatmaps, which provides a clearer profile peak center in the case of the Nanog motif profile (Figure 5E). Thus, MEPP results reflect specificities from both assay types and analysis approaches, providing both quantitative and qualitative feedback to researchers developing or refining methods for assay or analysis.

### MEPP yields concordant profiles for assays of differential LPS response

To demonstrate the applicability of MEPP to multiple types of sequencing experiments, we performed a differential analysis of TSS measured by csRNA-seq and cleavage sites from ATAC-seq and MNase-seq experiments. These experiments compared the state of mouse bone marrow-derived macrophages (BMDMs) before and after 1 h of LPS stimulation (4,35). which activates innate immunity pathways by triggering Toll-like receptor 4 (TLR4) signaling. In each experiment, sequences were sampled from ±200 bp of genomic coordinates taken from the 5′ ends of reads: in csRNA-seq, these represent TSS, while in ATAC-seq and MNase-seq, these represent cleavage sites for accessible DNA by the assay's respective enzyme (Figure 6A, B, adapted from Tsompana & Buck 2014) (3,13,36). In the case of MNase-seq, digested chromatin was further ChIPed for H3K27ac, reflecting transcriptionally active nucleosomes (35). All TSS/cleavage sites and their associated sequences were scored by log2 fold change comparing pre- and post-stimulation coverage as calculated by DESeq2.

**Figure 6.**
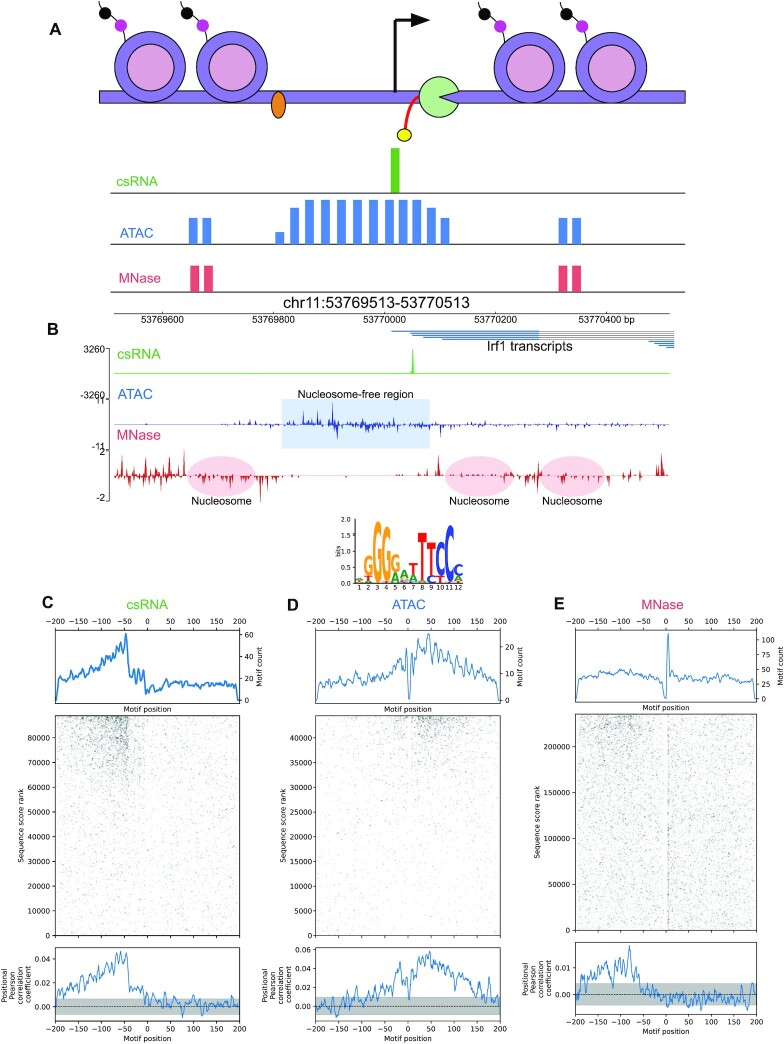
MEPP Plots summarize NF-κB motif enrichment across csRNA-/ATAC-/MNase-seq TSS/Cleavage sites. (**A**) Diagram illustrating read coverage from csRNA-seq (Green), ATAC-seq (Blue), and MNase-seq + H3K27ac ChIP (Red) experiments. Adapted from Tsompana and Buck (36). csRNA-seq assays nascent TSS from 5′ capped short RNA transcripts, while ATAC-seq and MNase-seq assay open chromatin. MNase-seq from Comoglio et al. includes immunoprecipitation of H3K27ac. (**B**) Integrated Genome Browser visualization of coverage from 5′ ends of csRNA-seq, ATAC-seq, and MNase-seq reads near the *Irf1* transcription start site in mm10. (**C**) MEPP plot for NF-κB binding motif, on sequences centered on csRNA-seq derived TSS, and scored by differential TSS nascent transcription between 1 h LPS stimulation versus 0 h control. (**D**) Similar as (**B**), but for sequences centered on ATAC-seq cleavage sites, and scored by differential 5′ read coverage between 1 h LPS stimulation versus 0 h control. (**E**) Similar as (C), but for sequences centered on H3K27ac MNase-seq cleavage sites.

The transcription factor NF-kappa B (NF-κB) is known to induce strong changes in transcription in response to activation of TLR4 by LPS (37). Thus, MEPPs for the NF-κB binding motif all feature concordantly positive peaks. In the csRNA-seq derived MEPP analysis of this motif, there is a clear positional peak 58bp upstream of TSS implying NF-κB binding to this position potently initiates transcription after activation (Figure 6C). Similarly, in the H3K27ac MNase-seq analysis, the MEPP for the NF-κB binding motif exhibits a positive peak at 81 bp upstream of the MNase cleavage site (Figure 6E), indicating NF-κB binding likely increases histone acetylation on nucleosomes or repositions acetylated nucleosomes with their edge ∼80 bp from of the NF-κB motif. Notably, this peak is distinct from the location where the same motif is most prevalent in sequence, just downstream of the cleavage site. Such a distinction underscores the ability of MEPP to distinguish motif relevance to biological signal, as opposed to motif prevalence across a set of sequences agnostic to biological signal.

Unlike the profiles for TSS and nucleosome edges, ATAC-seq derived MEPP analysis of the NF-κB binding motif revealed a strong preference approximately 45 bp downstream of the Tn5 cleavage site, generally placing NF-κB-DNA contacts on the fragments isolated in the ATAC-seq assay. There is also a positive association of NF-κB binding just upstream of the cleavage site, suggesting NF-κB binding may enhance the accessibility of sizable regions surrounding the NF-κB motif. (Figure 6A, B, D) (38). Similarly, there is positive motif enrichment both up and downstream of the central cleavage site, reflecting ATAC-seq read coverage surrounding a TF binding footprint. However, these profiles are still concordant with increased enrichment of the NF-κB motif in regulatory regions more accessible after LPS stimulation and its role in innate immune response. Thus, while peaks in the NF-κB motif profiles have concordant characteristics, differences in the profiles still reflect meaningful distinctions between the reads selected and sequenced for each assay. Such distinctions would not appear in analyses that report enrichment scores for motifs that do not take motif position into account, highlighting an advantage of MEPP’s positional approach to motif enrichment.

## DISCUSSION

MEPP correlates the log-odds scores of a motif with biologically relevant measurements as a function of the motif's position to identify spatial relationships in regulatory DNA. In contrast, many MEA methods such as MEIRLOP and HOMER treat motif presence within a sequence under a zero-or-one-occurrence-per-sequence (ZOOPs) model: For enrichment, a motif is either present or absent (30,39). This ignores how a motif may occur at multiple positions within a sequence and leads to methods that cannot describe positional dependencies of binding site function. Such positional dependencies may hold relevance when an experiment samples sequences from the genome surrounding biologically significant features, such as transcription start sites. By correlating motif presence at multiple positions in the sequences surrounding relevant features, MEPP enables positional profiling of motif enrichment alongside a structured visualization system that illustrates motif prevalence in the dataset. These results recapitulate known relationships such as the positioning of core promoter elements surrounding drosophila melanogaster TSS, and are capable of revealing more complex relationships including periodicities in motif positioning where a scatterplot/heatmap visualization does not provide enough clarity.

When applied to sequences surrounding GATA1 motifs, we find that our method recovers the positional relevance of SCL-to-GATA1 motif spacing to K562 cells, a result supported by the previous characterization of ternary complex formation on a composite GATA:E-box motif (29). We demonstrate the ability of MEPP to summarize the positional enrichment of all motifs in a dataset, and present them in a novel interactive clustermap format. The clustermap allows the identification of locally co-enriched motifs, such as those with similar consensus sequences, or those that may comprise sub-motifs for binding a larger cis-regulatory mechanism, such as the GATA-SCL motifs for an Lmo2-bridged binding complex. Thus, MEPP’s ability to visualize correlated positional relevance of motifs at a glance allows researchers to quickly observe transcriptional regulation mechanisms beyond single motifs, and to better contextualize results for single motifs.

When applied to multiple sequencing assays that present biologically relevant positioning features, such as csRNA-seq, ATAC-seq, or MNAse+ChIP-seq, we find that MEPP yields concordant profiles whose differences reflect the biochemical specificities of the assays analyzed. Each of these assays produce reads describing biological phenomena such as nucleosome edges or transcription initiation at single nucleotide resolution that MEPP can leverage to investigate the roles that transcription factors play in regulating these phenomena. This can prove invaluable when describing multiple functions of regulatory sequences.

We find that unlike most motif analysis software, which can plot the prevalence of a motif in a dataset of sequences, MEPP plots the positional relevance of motifs along a continuous score. The use of signed enrichment coefficients with a signed score allows researchers to investigate regulatory region sequences that vary between two extremes quantifiable by an assay-based score, such as those exhibiting cell-type- or stimulation-specific expression. While users could run similar analyses by analyzing quantiles or otherwise stratified bins of regulatory region sequences, these still require the user to select thresholds to partition the sequences according to best practices, which are not guaranteed when analyzing novel measures of biological activity. MEPP’s motif heatmaps can assist in this task, allowing researchers to visualize motif presence along two dimensions of position and assay-based score, while avoiding overplotting effects.

This transparency mitigates the risk of being misled by non-specific local motif prevalence. Similarly, MEPP plots the relationship between assay scores and sequence ranks, avoiding the risk of selecting non-informative thresholds for a score distribution. Thus, when taken together, all elements of a MEPP plot remain powerful in informing decisions for subsequent analyses.

We have demonstrated MEPP as a novel means of quantifying and visualizing the positional relevance of a motif across multiple centered genomic sequences. Similar to our previous work with MEIRLOP, MEPP is usable by scoring genomic regions across a continuum of scores reflecting two extremes of biological interest. Unlike other methods of performing positional motif enrichment, MEPP identifies local motif enrichments towards either extreme, with the sign reflecting a motif's association with higher or lower scores. MEPP currently functions with a fixed motif library. However, the underlying convolutional network architecture lends itself easily to future work for recognizing and assembling de novo motifs based on correlated positional profiles.

## DATA AVAILABILITY

All raw data generated for this study can be accessed at NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) accession number GSE203135. This work uses human cell line data from the ENCODE Project (40,41).

The code for MEPP is available from its Github repository at https://github.com/npdeloss/mepp, and can be installed through pip, via the command line: pip install git+https://github.com/npdeloss/mepp@main.

## Supplementary Material

lqac075_Supplemental_Files Click here for additional data file.

# Supplementary material for: MEPP: more transparent motif enrichment by profiling positional correlations
**Source:** NAR Genom Bioinform. 2022 Oct 17;4(4):lqac075. doi: 10.1093/nargab/lqac075
**Supplement:** lqac075_Supplemental_Files

### **Supplementary Methods**

#### **Filtering of degenerate and repetitive sequences**

To filter out degenerate sequences, we remove sequences which possess more than a user-selectable threshold percentage of degenerate sequence content (not strictly A, C, G, or T). The resulting thresholded sequences are then one-hot encoded for use with convolutional models later in the analysis.

When used with soft-masked genomes that use lowercase bases to annotate repeats, MEPP considers these lowercase bases equivalent to the degenerate nucleotide code “N”. Users may bypass this behavior by processing the input file with awk’s toupper function.

#### **Overlapping Interval deduplication to filter genomically overlapping sequence**

If sequence from multiple overlapping genomic intervals is input into MEPP, this can lead to artificially inflated motif periodicities, as the same genomic subsequence that matches a motif can be repeated multiple times at shifted positions in the dataset. An example of this occurs when analyzing sequence sampled from +/- 200bp of TSS, when multiple TSS appear clustered less than 200bp from each other. To remedy this, we use bedtools cluster [(1)](https://paperpile.com/c/mx3Imw/u8Lp) to label groups of overlapping genomic intervals, then only select the most informative interval from the group; this is typically the interval with the most coverage from the assay, e.g. the strongest of multiple neighboring TSS. We then extract sequences and scores for this “overlapping interval deduplicated” set of intervals, and input these scored sequences into MEPP. Overlapping interval deduplication may be undesirable when studying effects that rely on a feature’s overlapping nature, e.g. spacing of a motif with neighboring instances of itself. In these scenarios, users must avoid over-interpretation of artificial periodicities stemming from overlapping features.

#### **Motif heatmap downsampling**

Naive downsampling of the motif heatmap to compress the vertical axis would render motif instances invisible: Pixels containing positive matches for a motif would become averaged with surrounding pixels containing no matches for a motif. To counter this, MEPP uses a local maximum function to downsample the original dimensions of the motif heatmap (N sequences x M positions) to MEPP’s display resolution.

#### **Analysis of Drosophila melanogaster TSS**

To identify TF binding motifs with position-dependent functions associated with transcription initiation, we performed csRNA-seq to map initiating transcripts in Drosophila melanogaster embryos. We started with cell culturing and csRNA-seq for data acquisition. This was followed by a csRNA-seq bioinformatics analysis comparing TSS with more vs. less nascent transcription. Finally, we ran motif enrichment positional profiling on these TSS using MEPP.

We conducted the data acquisition in two parts, described below:

1. Fly cell culture and treatment
2. Library prep and csRNA-seq on fly cells

We conducted the data analysis in three parts, also described below:

1. Core promoter element motif library compilation
2. TSS quantification from csRNA-seq
3. MEPP analysis of fly core promoter elements

##### **Fly cell culture and treatment**

Canton S wild-type Drosophila melanogaster flies were grown at 25˚C at 70-80% humidity in population cages. The embryos were collected on molasses-agar plates covered with yeast.

**Library prep and csRNA-seq on fly cells**

CsRNA-seq was performed on embryonic (0-12h) Drosophila melanogaster cells as previously described [(2)](https://paperpile.com/c/mx3Imw/AvFyA). Small RNAs of ~20-60 nt were size selected form 2-5 µg of total RNA by denaturing gel electrophoresis. A 10% input sample was taken aside and the remainder enriched for 5’Caped RNAs with 3’-OH. Monophosphorylated RNAs were selectively degraded by Terminator 5´-Phosphate-Dependent Exonuclease (Lucigen). Subsequent 5’dephosporylation by CIP (NEB) followed by decapping with RppH (NEB) augments Cap-specific 5’adapter ligation by T4 RNA ligase 1 (NEB). The 3’ adapter was ligated using truncated T4 RNA ligase 2 (NEB) without prior 3’ repair to select against degraded RNA fragments.

##### **Core promoter element motif library compilation**

We transformed the Drosophila core promoter motifs from Ohler et al. from log-odds space to probability space [(3)](https://paperpile.com/c/mx3Imw/8mTiQ), then exported the motifs in JASPAR motif format.

##### **TSS quantification from csRNA-seq**

First, 3’ adapters were cut using the the following command:

homerTools trim -3 AGATCGGAAGAGCACACGTCT -mis 2 -minMatchLength 4 -min 20 {reads.fastq.gz}

Where {reads.fastq.gz} stands in for the actual read file.

Then the trimmed reads were aligned to the dm6 reference genome using the STAR aligner, with splice junctions informed by the corresponding Ensemble Genes GTF file available from UCSC [(4, 5)](https://paperpile.com/c/mx3Imw/WdC5i+ubwOl). The read alignments were converted into tag directories using HOMER. A HOMER script, getTSSfromReads.pl, was then used to identify individual TSS from the assay from the 5’ ends of the aligned reads, and score them by their coverage (using “-min 3” to accept only TSS with a minimum count of 3 reads).

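In the full list, the fewest reads behind a TSS were 3 in the library of 7299457 reads, a coverage of 4.11 at 18415 TSSs. In the library of 5931389 reads the fewest were 2, a coverage of 3.37 at 42769 TSSs. In the library of 4070746 reads the fewest were also 2, a coverage of 4.91 at 31853 TSSs. Thus every deposited coverage value was above 3, while 74622 TSSs (32.1% of the full list) rested on 2 reads of the library that gave their value. The median number of reads per TSS was 3, and the values of the full list rested on 5918979 reads in total.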

The resulting TSS file was converted to a scored bed file using awk, and coverage scores were transformed using the function log2(x+1), where x was the original score. 

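The scored list was matched to the deduplicated coverage list by chromosome, window and strand, which paired 46925 of 46925 TSSs. For all of these pairs, the deposited score equalled log2(x + 1) of the deposited coverage to within 5.0e-05.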

Overlapping interval deduplication was performed for clusters of TSS within 200 bp of each other and on the same strand, selecting the most highly covered TSS within a cluster. 

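Clustering the full list with bedtools, on the same strand and with windows of 200 bp on each side of the TSS that overlapped or touched, gave 46925 clusters. Each of these clusters contained exactly 1 TSS of the deposited deduplicated list, and in all 46925 this was a TSS with the highest coverage of its cluster. The smallest distance between deduplicated TSSs on the same strand was 401 bp. When TSSs were instead clustered only within 200 bp of each other, there were 53412 clusters. In 1578 of the 46925 clusters, at least 1 other TSS was tied for the highest coverage. A single TSS made up 26830 clusters (57.2%), and the 20095 clusters of 2 or more TSSs had a median of 4 TSSs and a median span of 99 bp. The longest cluster spanned 6201 bp. Of the 14097 clusters of 3 or more TSSs, 31.7% (95% Wilson interval 30.9% to 32.4%) had at least 50% of their coverage at the retained TSS. Counting the coverage within 5 bp of that TSS moved this share most, to 62.1%. Among the 9444 TSSs of the full list with coverage of at least 100, 182 were more than 200 bp from the TSS retained for their cluster.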

Sequence +/- 200 bp of each TSS was extracted from the dm6 reference genome, and scored by csRNA-seq coverage. We proceeded with these scored sequences for downstream analysis with MEPP.

##### **MEPP analysis of fly core promoter elements**

We ran MEPP on the resulting dataset using 200 permutations for profile permutation testing, and filtered out input sequences that were over 50% degenerate. The effective command line invocation was:

mepp --fa {scored_sequences.fa} --motifs {motifs.txt} --out {output_filepath} --orientations +,- --perms 200 --batch 200 --dgt 50 --jobs 20 --gjobs 10 --nogpu --dpi 100 &> {logfile}

#### **MEPP analysis of GATA1 ChIP-seq**

We started by retrieving alignment files for a GATA1 ChIP-seq experiment from K562 cells (ENCODE experiment ENCSR000EFT), as well as corresponding input experiments from ENCODE (ENCODE experiment ENCSR000EHM) [(6, 7)](https://paperpile.com/c/mx3Imw/1vl1s+TaCsF).

In order to obtain differential scoring information, we first derived coverage bigwig files from the alignment files using deeptools bamCoverage defaults [(8)](https://paperpile.com/c/mx3Imw/iysK4). We then used wiggletools to compute two wig files [(9)](https://paperpile.com/c/mx3Imw/MYzhn): one containing the sum of coverage across all replicates, and one containing the log2 fold change of the mean coverage (plus one) between GATA1 ChIP-seq and input control. We calculated the log2 fold change such that higher scores indicated greater sequencing coverage in the GATA1 ChIP-seq experiments. Conversions between wig and bigWig formats were performed using bigWigToWig and wigToBigWig [(10)](https://paperpile.com/c/mx3Imw/ji3EQ).

We then used macs2 callpeak to call peak summits on each bam file [(11)](https://paperpile.com/c/mx3Imw/7tCrf). We concatenated all unique peak summits, finally using bedtools slop to expand +/-100bp from the summits. Using the bedops utilities wig2bed and bedmap [(12)](https://paperpile.com/c/mx3Imw/pxpK2), we annotated these summits with scores from the previously generated log2 fold change bigWig files. We ran the bedmap command in --wmean mode, so that each interval (surrounding a summit) acquired a score equivalent to the mean of overlapping bigWig intervals, weighted by the percentage of overlap. A similar operation assigned a sum of coverage score to each summit from the previously generated bigWig files.

We then performed overlapping interval deduplication of the motif-centered intervals, keeping only the highest-covered interval among clusters of overlapping intervals, and additionally ensuring a minimum total coverage of 5 reads at each interval. Finally, we extracted scored sequences (sampled from the hg38 reference genome) from the deduplicated intervals, and submitted these to MEPP. The effective command line invocation was:

mepp --fa {scored_sequences.fa} --motifs {motifs.txt} --out {output_filepath} --orientations +/- --margin 5 --perms 100 --batch 200 --dgt 50 --jobs 15 --gjobs 15 --nogpu --dpi 100 &> {logfile}

#### **Analysis of differential chromatin accessibility between cell types**

We started by retrieving alignment files for ATAC-seq experiments on K562 and HCT116 cells from ENCODE [(6, 7)](https://paperpile.com/c/mx3Imw/TaCsF+1vl1s). Specifically, we used replicate alignment files from experiment ID ENCSR483RKN on K562 cells, and experiment ID ENCSR872WG on HCT116 cells [(6, 7)](https://paperpile.com/c/mx3Imw/TaCsF+1vl1s).

In order to obtain differential scoring information, we first derived coverage bigwig files from the alignment files, then calculated a log2 fold change bigWig file comparing coverage between HCT116 and K562 cells (using the same methods described above for GATA1 ChIP-seq). We calculated the log2 fold change such that higher scores indicated greater chromatin accessibility in HCT116 cells than in K562 cells. Similarly, we calculated the summed coverage across all samples as a bigWig file.

We then scanned the hg38 human genome for instances of the GATA1 binding motif (as stored in HOMER’s motif library under gata.motif) using the HOMER scanMotifGenomeWide.pl command [(13)](https://paperpile.com/c/mx3Imw/1WLrR). The effective command line was:

scanMotifGenomeWide.pl homer_motifs/gata.motif hg38.fa -bed -5p > gata.scans.bed

This yielded a BED file of genomic intervals +/-100bp centered on the 5’ end of GATA1 binding motifs, and standed according to motif orientation. We annotated these genomic intervals with scores from the log2 fold change bigWig files, as described for the GATA1 ChIP-seq analysis above.. We also repeated this process to annotate the genomic intervals with their overall summed coverage (to support overlapping interval deduplication).

Then as in previous analyses, we performed overlapping interval deduplication of the motif-centered intervals, keeping only the highest-covered interval among clusters of overlapping intervals and additionally ensuring a minimum total coverage of 5 reads at each interval. Finally, we extracted scored sequences (sampled from the hg38 reference genome) from the deduplicated intervals, and submitted these to MEPP. The effective command line invocation was:

mepp --fa {scored_sequences.fa} --motifs {motifs.txt} --out {output_filepath} --orientations +,- --perms 100 --batch 200 --dgt 50 --jobs 20 --gjobs 10 --nogpu --dpi 100 &> {logfile}

#### **Analysis of GATA1 chromatin accessibility with CentriMo, TFEA, and HOMER**

To compare motif analysis methods to MEPP, we analyzed the GATA1 chromatin accessibility data using CentriMo, TFEA, and HOMER, focusing on GATA1 motifs in regions with higher chromatin accessibility in K562 cells. The same HOMER TF motif library was used for each analysis. Because CentriMo and HOMER take contrasting sets of sequences as input, rather than continuously scored sequences, we submitted the lower 10% of scored sequences as the “positive” set for enrichment, and the upper 10% as a contrasting “negative” set. Filenames are simplified for brevity.

HOMER was run with the following command:

findMotifsGenome.pl lower.regions.txt hg38r MotifOutput -bg upper.regions.txt -size 200

CentriMo was run with the following commands:

centrimo --oc lower_vs_upper.centrimo --neg upper.fa --norc --sep --local --noseq lower.fa homer.motifs.id_fixed.meme

TFEA was run with the following command:

TFEA --output ranked_sequences.tfea --fasta_file ranked_sequences_for_tfea.fa --label1 hct116 --label2 k562 --genomefasta hg38.fa --fimo_motifs homer.motifs.id_fixed.meme --fimo_thresh 1e-04 --fimo_background False --output_type 'html' --plotall --cpus 8 --metaprofile --largewindow 100 --smallwindow 10

#### **Analysis of Nanog motif binding in Mus musculus**

First, we scanned the mm10 mouse reference genome for matches to the Nanog binding motif. Using the scanMotifGenomeWide.pl script we obtained a motif scan bed file of intervals +/- 100bp of the motif 5’ end. We reproduce the effective command line below:

scanMotifGenomeWide.pl nanog.motif mm10.masked.fa -bed -5p > mm10.nanog_motif_scans.bed

As a source of Nanog binding signal, we used the normalized Nanog ChIP-seq read signal from GSM4291126, available through GEO Series GSE144577 [(14)](https://paperpile.com/c/mx3Imw/4LN2b). The signal came from a GEO download in the bigWig format, under the file name “GSM4291126_WT_Nanog.bam.bw”. To map this Nanog binding signal data to our motif scans, we first converted the bigWig file to bed file with a combination of bigWigtoWig and wig2bed [(10, 12)](https://paperpile.com/c/mx3Imw/ji3EQ+pxpK2). We then used the bedmap to assign coverage scores from the converted bigWig file to the motif scan bed file, using the ‘wmean’ operation. After filtering out motif scans with zero coverage and performing overlapping interval deduplication, we recovered the sequences (sampled from the mm10 reference genome) within +/- 200bp of the motif 5’ ends. To determine enrichment of motifs in HOMER’s vertebrate TF motif collection, we submitted these scored sequences to MEPP for downstream analysis.

#### **MEPP Analysis of Mouse ChIP-nexus and ChIP-seq**

We started by retrieving MACS2-generated narrowpeak files from GEO accession GSE137193, corresponding to peaks called from ChIP-nexus and ChIP-seq binding assays of transcription factors Nanog, Oct4, and Sox2 on mouse embryonic stem cells [(11, 15)](https://paperpile.com/c/mx3Imw/MwAIB+7tCrf). For each interval in each narrowpeak file, we relocated both start and end positions to the peak summit (using the peak value in column 10), set the score to the signal value (column 7), and the strand to positive, outputting the resulting scored peak summits into a bed file. We then extracted scored sequences +/-200bp of each scored peak summit, and analyzed these scored sequences using MEPP. To account for the less positionally specific nature of ChIP-seq, we used a wider motif margin of 5. To account for the lack of strand specificity in the MACS2 ChIP-seq peak calls, we correlate against the higher motif match score of either motif orientation.

We further demonstrate results from an alternative analysis method for ChIP-seq. Following analysis steps as detailed in GEO accession GSM4072778, we started from the reads for the Nanog ChIP-nexus and patchcap experiments, beginning with barcode trimming via nimnexus trim, including alignment, until aligned read deduplication using nimnexus dedup. We converted the resulting alignments into tag directories. The HOMER getTSSFromReads.pl script was used (in a similar manner to its use in csRNA-seq) To enumerate stranded 1bp binding sites from the 5’ ends of each tag in these tag directories we used the HOMER getTSSFromReads.pl script, ensuring at least 4 reads were counted per site (-minRaw 4), while controlling for 5’ ends from the patchcap experiment. We then used the HOMER annotatePeaks.pl command to count 5’ ends of strand-matched tags from both tag directories at each enumerated site, as well as to normalize these counts using DESeq2’s rlog method. The resulting 1bp binding sites were scored by the rlog-normalized coverage of tag 5’ ends from the Nanog ChIP-nexus experiment, expanded by 200bp in each direction then cluster deduplicated (favoring sites with higher coverage). Finally, we converted the scored and expanded binding sites into scored sequences (sampled from the mm10 reference genome), which we analyzed using MEPP, carrying over parameters from the previous ChIP-nexus analysis.

#### **Differential csRNA-seq analysis**

csRNA-seq data from mouse bone marrow derived macrophage cells treated with KLA was downloaded from GSE135498 [(2)](https://paperpile.com/c/mx3Imw/AvFyA). Subsequently, we ran TSS identification and differential TSS analysis between the KLA-stimulated and control samples.

The data analysis was conducted in three parts, described below:

1. TSS quantification from csRNA-seq on mouse BMDM cells
2. Differential TSS analysis and scoring
3. MEPP analysis of differential TSS

##### **TSS quantification from csRNA-seq on mouse BMDM cells**

TSS quantification proceeded as described above for fly cells, with the exception that alignment was to mm10 references, and with a minimum read count of 5 (-minRaw 5). Using HOMER’s annotatePeaks.pl command, we then quantified 5’ end read counts. We reproduce the effective command line below:
 annotatePeaks.pl tss.txt genomes/mm10/mm10.fa -strand + -fragLength 1 -raw -d mm10_csrna_raw_kla_0min_replicate_1/ mm10_csrna_raw_kla_0min_replicate_2/ mm10_csrna_raw_kla_50min_replicate_1/ mm10_csrna_raw_kla_50min_replicate_2/ > tss.counts.txt

##### **Differential TSS analysis and scoring**

We performed differential csRNA-seq analysis on the previously generated TSS read count quantifications using HOMER’s getDiffExpression.pl script, (a wrapper around DESeq2) [(16)](https://paperpile.com/c/mx3Imw/1HG1D). The comparison found log2 fold change values comparing TSS transcriptional signal in KLA-stimulated vs. control, after controlling for replicate batch effects.

##### **MEPP analysis of differential TSS**

We scored TSS by their log2 fold change values, then performed overlapping interval deduplication, selecting the TSS from each cluster with the highest read coverage. We then extracted sequence +/- 200bp around the TSS, and input the resulting scored sequences into MEPP, to analyze enrichment of motifs in HOMER’s vertebrate TF motif collection.

#### **Differential cleavage site analysis**

We started by retrieving ATAC-seq and H3K27ac MNase-seq data for BMDM cells treated to 1 hour of LPS stimulation vs. control, from the work of Comoglio et al., available under GEO Series GSE119693 [(17)](https://paperpile.com/c/mx3Imw/8WSYu). We then trimmed adapters from reads using Trim Galore, then aligned the reads to the mm10 reference genome using bowtie2 [(18, 19)](https://paperpile.com/c/mx3Imw/FsF6z+HfXXZ). After converting the read alignments to HOMER tag directories, the rest of the analysis proceeded as described above for differential csRNA-seq analysis.

## **Supplementary Methods References**

[1. Quinlan,A.R. (2014) BEDTools: The Swiss‐Army Tool for Genome Feature Analysis. *Current Protocols in Bioinformatics*, **47**.](http://paperpile.com/b/mx3Imw/u8Lp)

[2. Duttke,S.H., Chang,M.W., Heinz,S. and Benner,C. (2019) Identification and dynamic quantification of regulatory elements using total RNA. *Genome Res.*, **29**, 1836–1846.](http://paperpile.com/b/mx3Imw/AvFyA)

[3. Ohler,U., Liao,G.-C., Niemann,H. and Rubin,G.M. (2002) Computational analysis of core promoters in the Drosophila genome. *Genome Biol.*, **3**, RESEARCH0087.](http://paperpile.com/b/mx3Imw/8mTiQ)

[4. Dobin,A., Davis,C.A., Schlesinger,F., Drenkow,J., Zaleski,C., Jha,S., Batut,P., Chaisson,M. and Gingeras,T.R. (2013) STAR: ultrafast universal RNA-seq aligner. *Bioinformatics*, **29**, 15–21.](http://paperpile.com/b/mx3Imw/WdC5i)

[5. Howe,K.L., Achuthan,P., Allen,J., Allen,J., Alvarez-Jarreta,J., Amode,M.R., Armean,I.M., Azov,A.G., Bennett,R., Bhai,J., *et al.* (2021) Ensembl 2021. *Nucleic Acids Res.*, **49**, D884–D891.](http://paperpile.com/b/mx3Imw/ubwOl)

[6. Davis,C.A., Hitz,B.C., Sloan,C.A., Chan,E.T., Davidson,J.M., Gabdank,I., Hilton,J.A., Jain,K., Baymuradov,U.K., Narayanan,A.K., *et al.* (2018) The Encyclopedia of DNA elements (ENCODE): data portal update. *Nucleic Acids Res.*, **46**, D794–D801.](http://paperpile.com/b/mx3Imw/1vl1s)

[7. ENCODE Project Consortium (2012) An integrated encyclopedia of DNA elements in the human genome. *Nature*, **489**, 57–74.](http://paperpile.com/b/mx3Imw/TaCsF)

[8. Ramírez,F., Dündar,F., Diehl,S., Grüning,B.A. and Manke,T. (2014) deepTools: a flexible platform for exploring deep-sequencing data. *Nucleic Acids Res.*, **42**, W187–91.](http://paperpile.com/b/mx3Imw/iysK4)

[9. Zerbino,D.R., Johnson,N., Juettemann,T., Wilder,S.P. and Flicek,P. (2014) WiggleTools: parallel processing of large collections of genome-wide datasets for visualization and statistical analysis. *Bioinformatics*, **30**, 1008–1009.](http://paperpile.com/b/mx3Imw/MYzhn)

[10. Kent,W.J., Zweig,A.S., Barber,G., Hinrichs,A.S. and Karolchik,D. (2010) BigWig and BigBed: enabling browsing of large distributed datasets. *Bioinformatics*, **26**, 2204–2207.](http://paperpile.com/b/mx3Imw/ji3EQ)

[11. Feng,J., Liu,T., Qin,B., Zhang,Y. and Liu,X.S. (2012) Identifying ChIP-seq enrichment using MACS. *Nat. Protoc.*, **7**, 1728–1740.](http://paperpile.com/b/mx3Imw/7tCrf)

[12. Neph,S., Kuehn,M.S., Reynolds,A.P., Haugen,E., Thurman,R.E., Johnson,A.K., Rynes,E., Maurano,M.T., Vierstra,J., Thomas,S., *et al.* (2012) BEDOPS: high-performance genomic feature operations. *Bioinformatics*, **28**, 1919–1920.](http://paperpile.com/b/mx3Imw/pxpK2)

[13. Heinz,S., Benner,C., Spann,N., Bertolino,E., Lin,Y.C., Laslo,P., Cheng,J.X., Murre,C., Singh,H. and Glass,C.K. (2010) Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. *Mol. Cell*, **38**, 576–589.](http://paperpile.com/b/mx3Imw/1WLrR)

[14. Sun,X., Ren,Z., Cun,Y., Zhao,C., Huang,X., Zhou,J., Hu,R., Su,X., Ji,L., Li,P., *et al.* (2020) Hippo-YAP signaling controls lineage differentiation of mouse embryonic stem cells through modulating the formation of super-enhancers. *Nucleic Acids Res.*, **48**, 7182–7196.](http://paperpile.com/b/mx3Imw/4LN2b)

[15. Avsec,Ž., Weilert,M., Shrikumar,A., Krueger,S., Alexandari,A., Dalal,K., Fropf,R., McAnany,C., Gagneur,J., Kundaje,A., *et al.* (2021) Base-resolution models of transcription-factor binding reveal soft motif syntax. *Nat. Genet.*, **53**, 354–366.](http://paperpile.com/b/mx3Imw/MwAIB)

[16. Love,M.I., Huber,W. and Anders,S. (2014) Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.*, **15**, 550.](http://paperpile.com/b/mx3Imw/1HG1D)

[17. Comoglio,F., Simonatto,M., Polletti,S., Liu,X., Smale,S.T., Barozzi,I. and Natoli,G. (2019) Dissection of acute stimulus-inducible nucleosome remodeling in mammalian cells. *Genes Dev.*, **33**, 1159–1174.](http://paperpile.com/b/mx3Imw/8WSYu)

[18. Krueger,F., James,F., Ewels,P., Afyounian,E. and Schuster-Boeckler,B. (2021) FelixKrueger/TrimGalore: v0.6.7 - DOI via Zenodo Zenodo.](http://paperpile.com/b/mx3Imw/FsF6z)

[19. Langmead,B. and Salzberg,S.L. (2012) Fast gapped-read alignment with Bowtie 2. *Nat. Methods*, **9**, 357–359.](http://paperpile.com/b/mx3Imw/HfXXZ)

## **Supplemental Figures & Tables**

#####

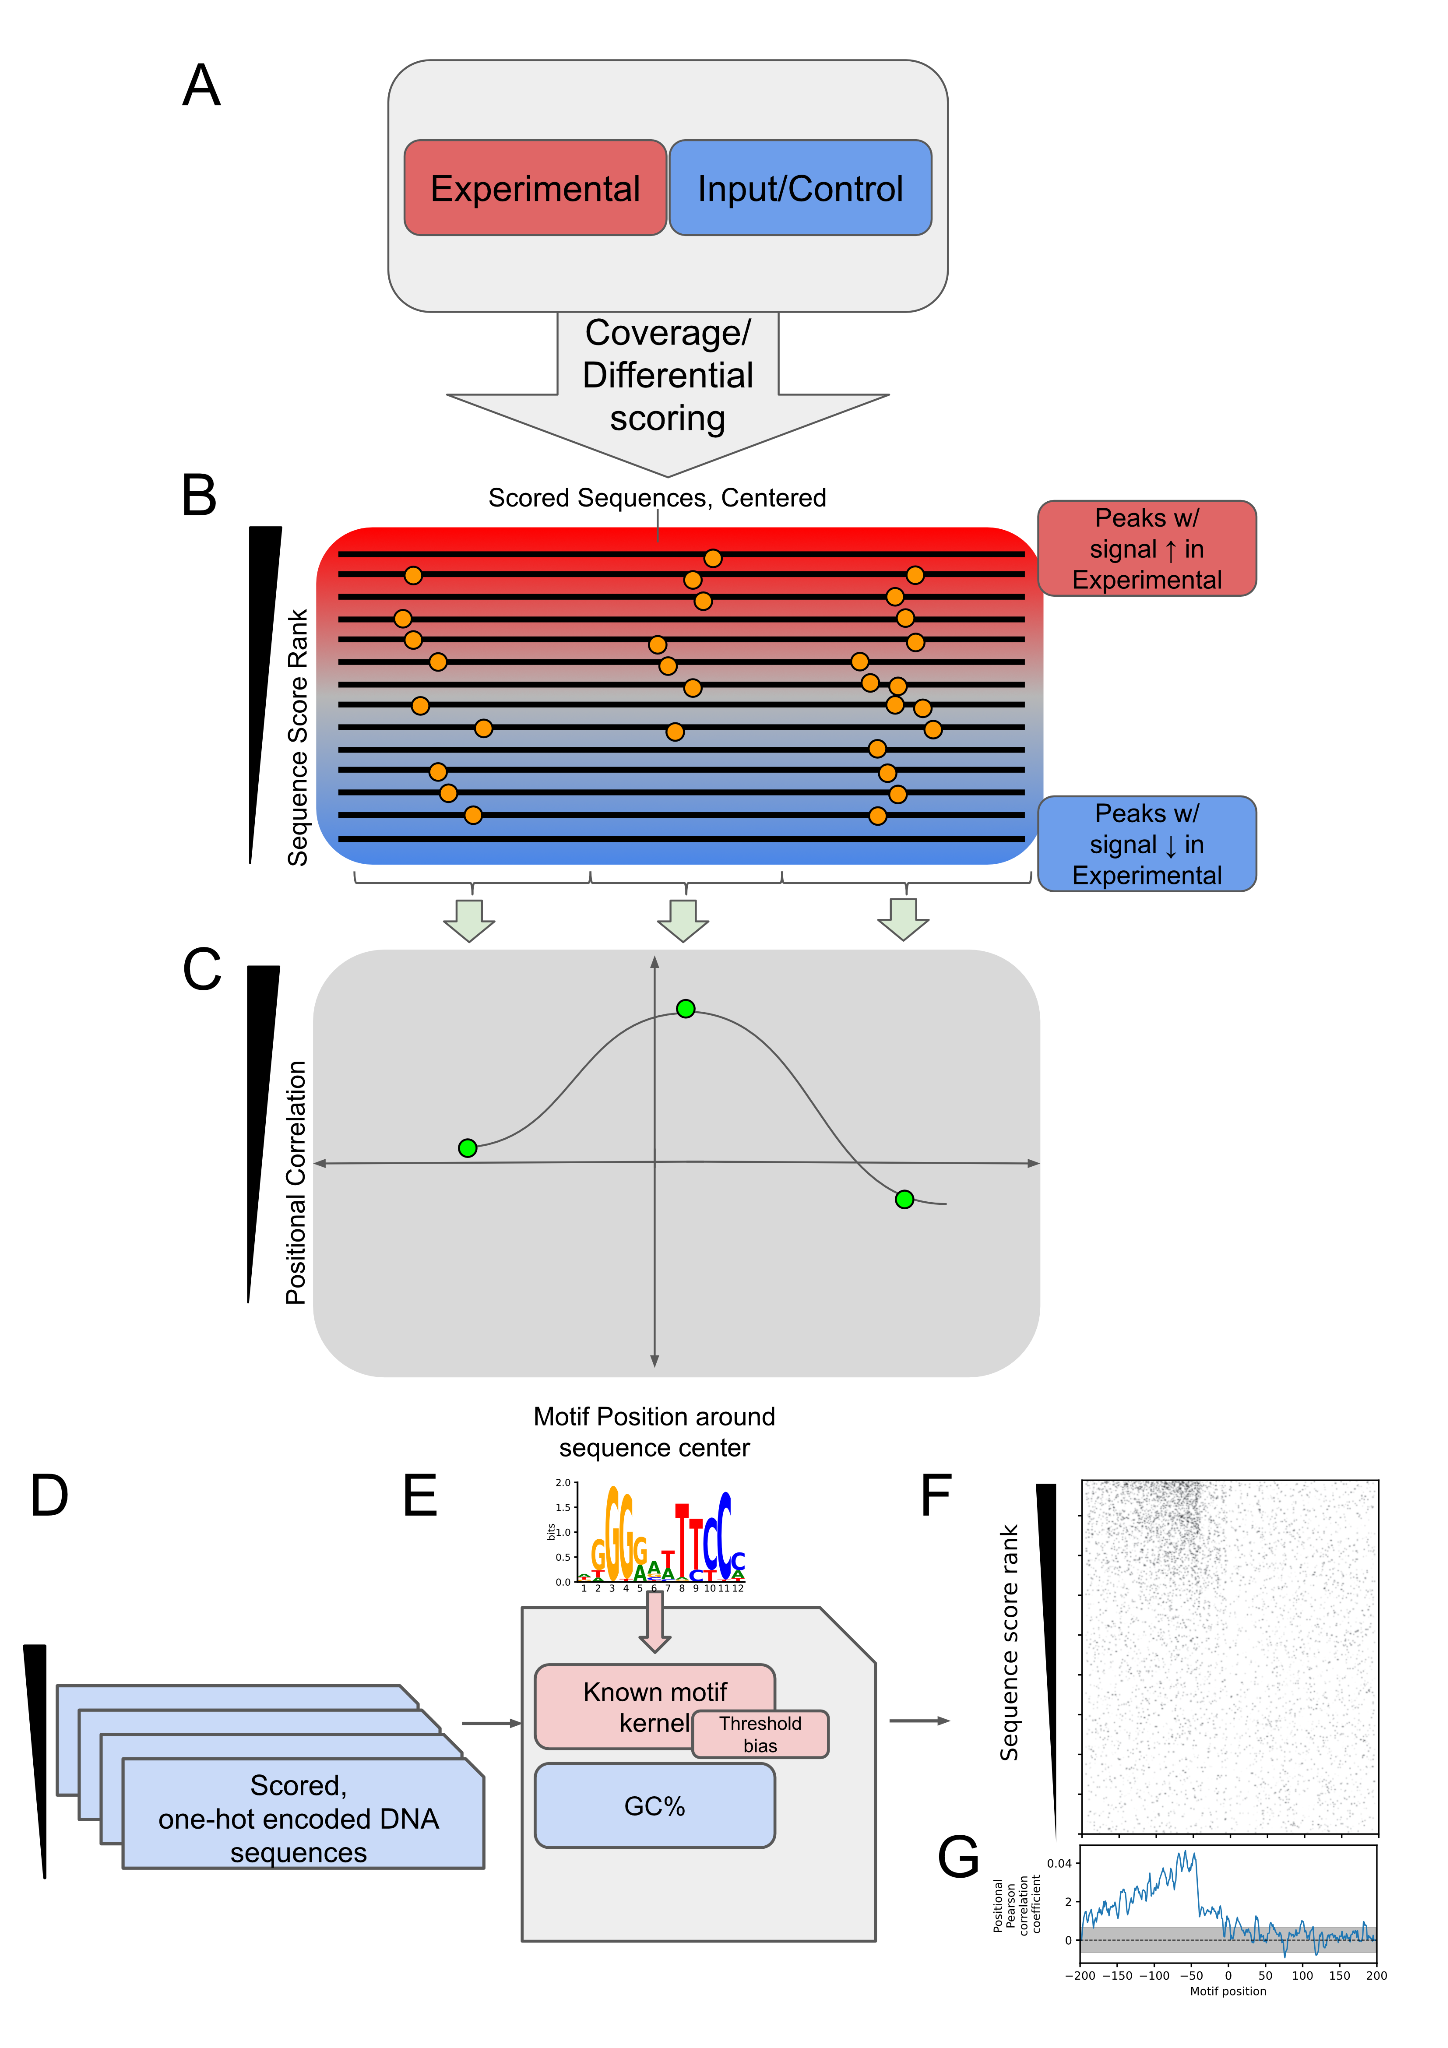

##### **Supplemental Figure S1: MEPP uses pre-weighted convolutional kernels to derive motif heatmaps and positional correlation profiles**

1. Typical differential sequencing experiment with replicates, yielding peaks scored by a function of coverage (e.g. normalized or log 2 fold change coverage).
2. Scored sequences are extracted from scored peaks, centered on some feature of interest, e.g. TSS. Motif locations marked in orange.
3. Local motif enrichments yield positional correlations of the motif with sequence score.
4. Input to MEPP consists of a set of scored, one-hot encoded DNA sequences
5. A known motif is input to form the weights of a convolutional kernel, which evaluates the log odds matching score of a one-hot encoded sequence to the motif. The detection threshold for the motif inverted to form the kernel’s bias. The resulting activation value is fed through a ReLU function. The motif’s GC% is also evaluated.
6. The entire set of scored sequences is convolved, forming rows of a motif heatmap. Rows are sorted in descending order from the score of the corresponding input sequence.
7. Local correlations of motif match scores and sequence scores are calculated for each motif position, controlling for GC% skew using a partial Pearson correlation.

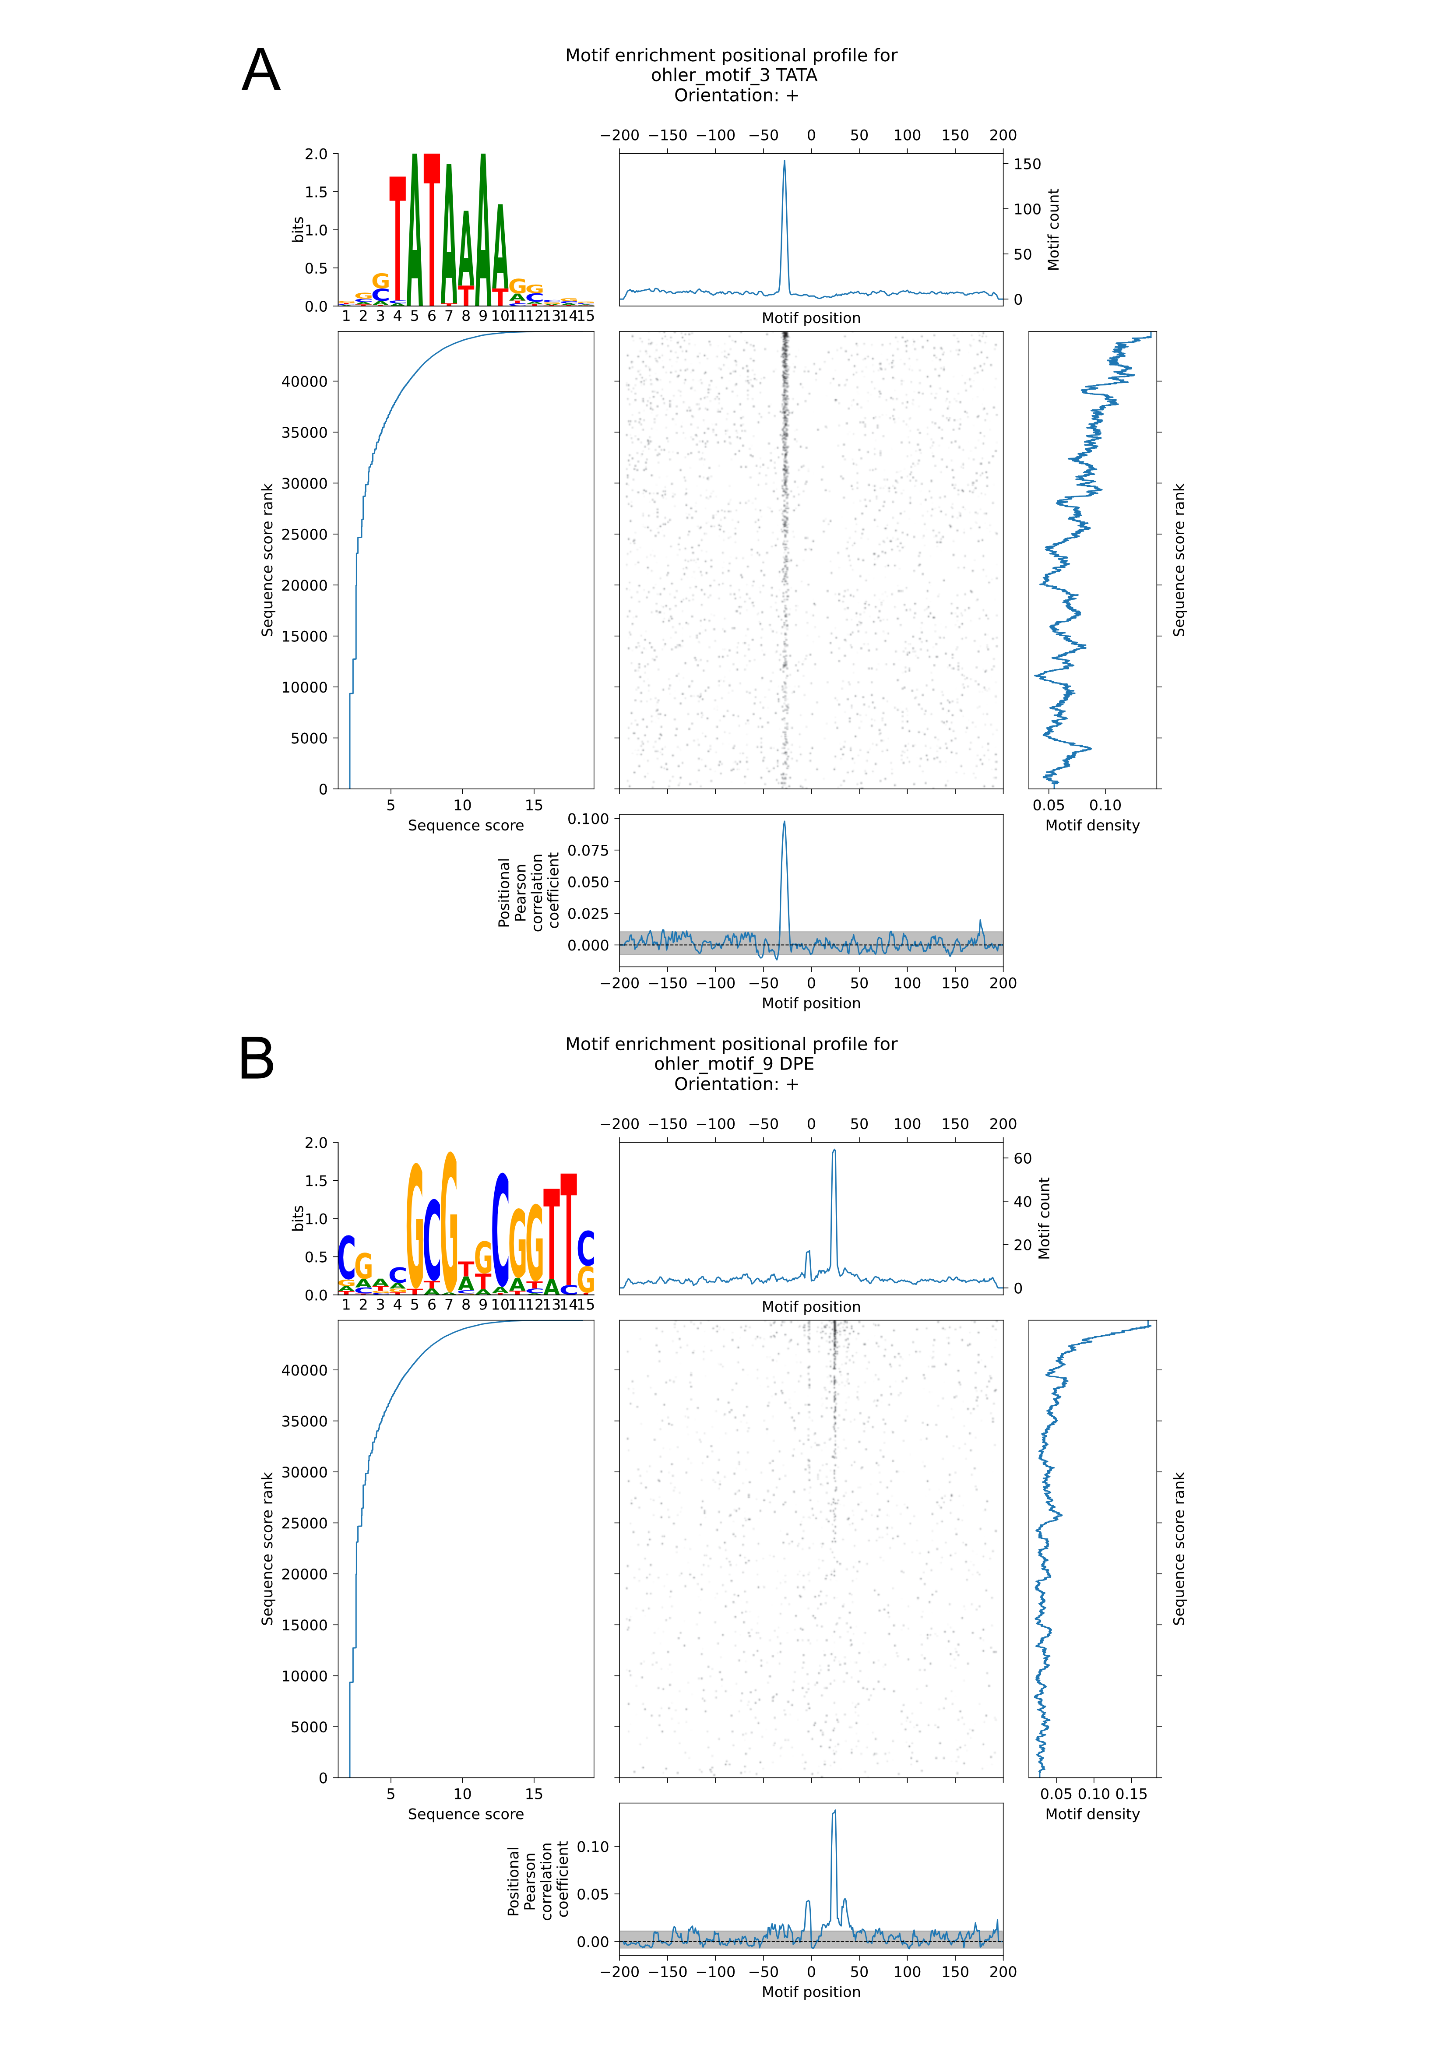

##### **Supplemental Figure S2: MEPP visualizes and quantifies the TATA-box and DPR motifs near Drosophila melanogaster transcription start sites.**

1. MEPP plot for TATA-box motif (from the HOMER motif collection), on sequences +/- 200bp of *D. melanogaster* TSS quantified by csRNA-seq, scored by log-transformed csRNA-seq coverage.
2. Same as (A) but for the DPR motif (from the HOMER motif collection)

#####
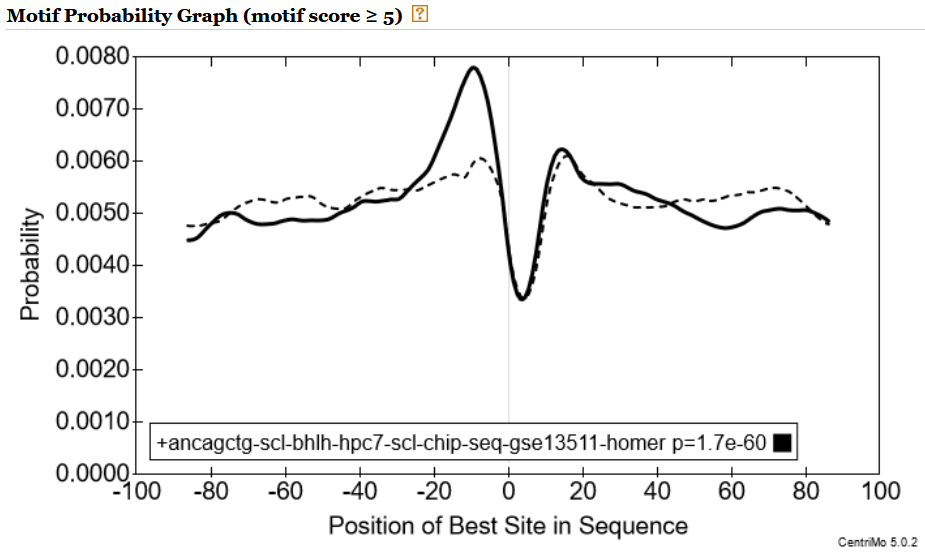

##### **Supplemental Figure S3: CentriMo visualizes motif prevalence over sequence positions**

Local enrichment plot for SCL binding motif locations surrounding GATA1 binding motifs as generated by CentriMo, using default visualization smoothing parameters. Enrichment was performed contrasting the lower 10% of scored sequences with the upper 10% of scored sequences.

#####

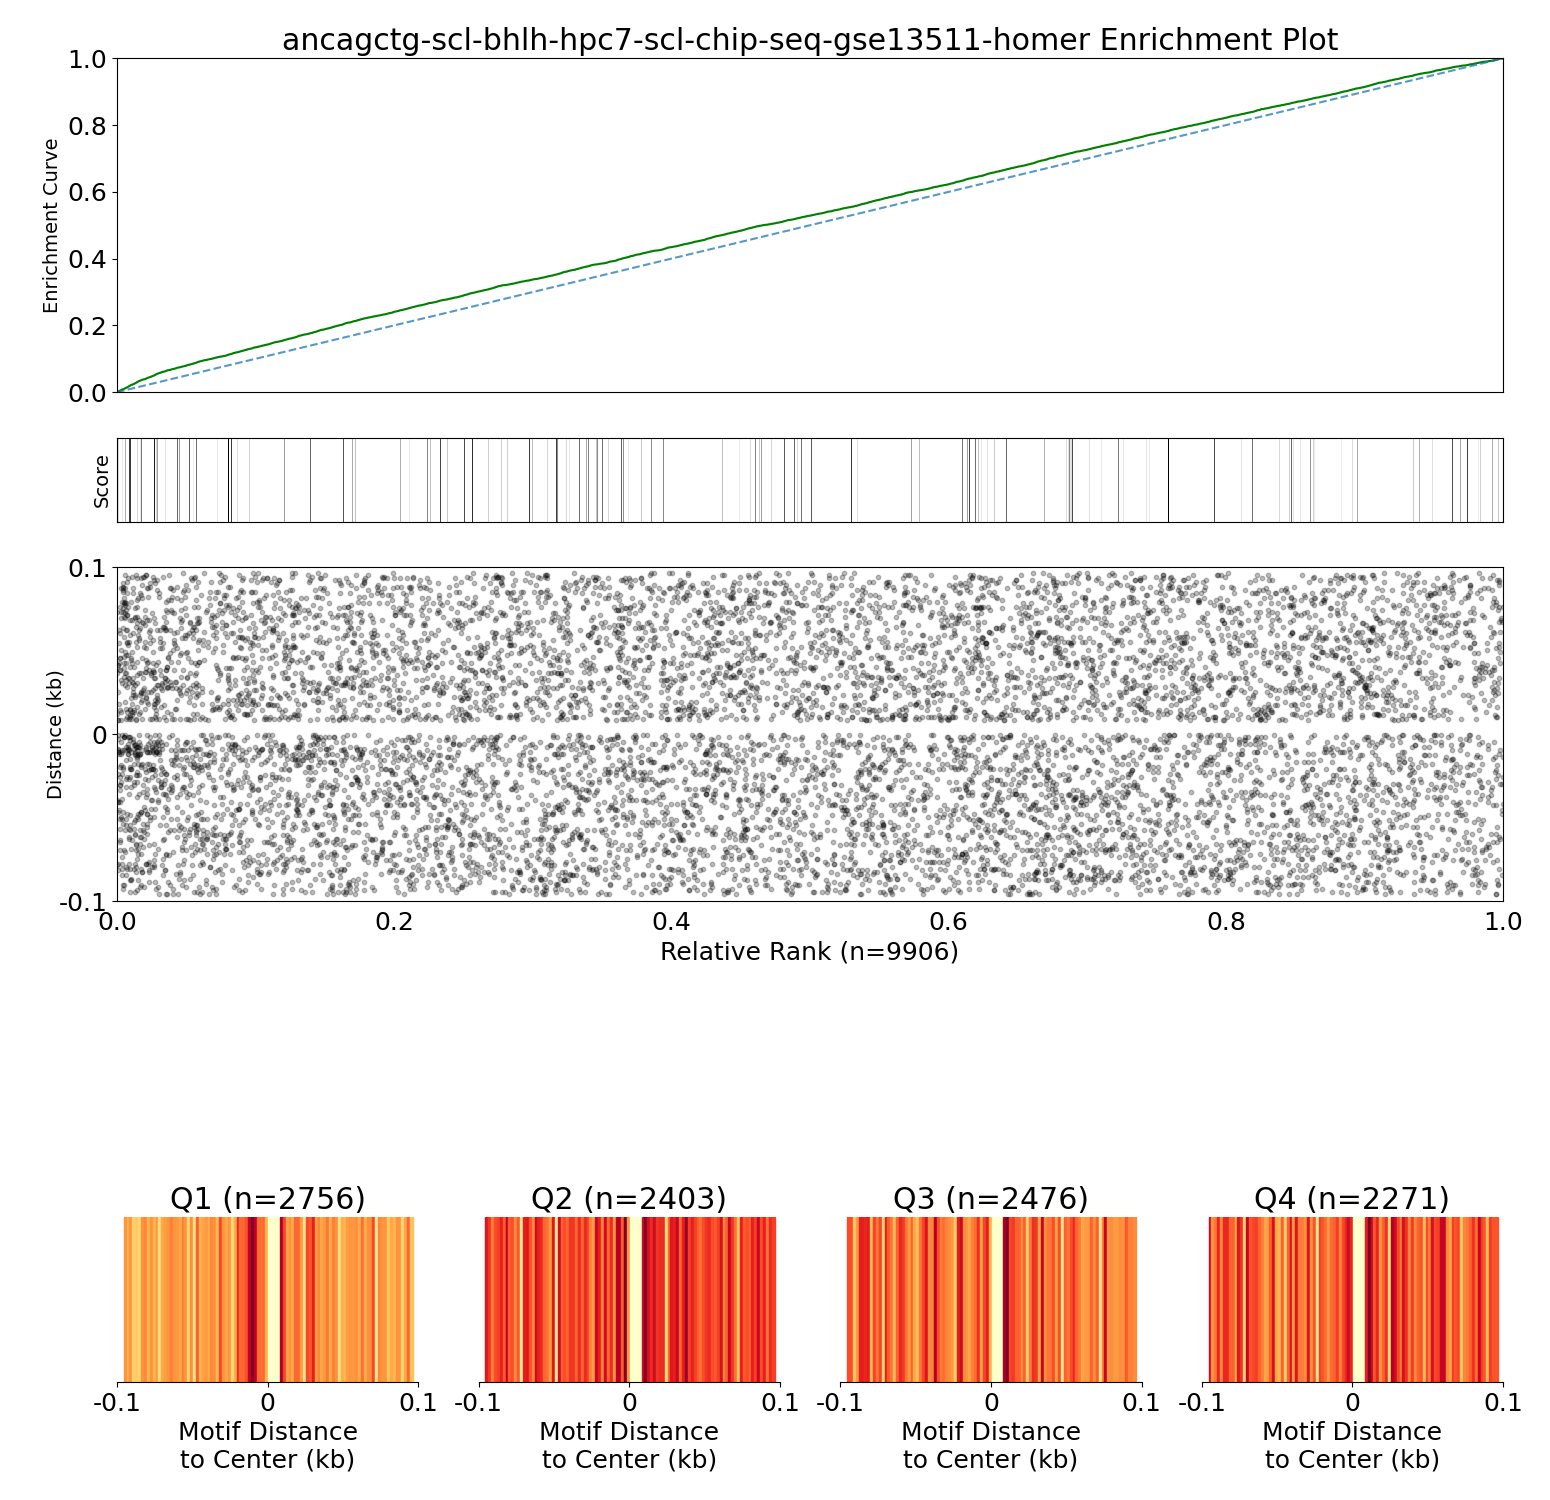

##### **Supplemental Figure S4: TFEA visualizes motif positions and motif prevalence in quartiles of the data**

Enrichment plot generated by TFEA for SCL binding motif locations surrounding GATA1 binding motifs. The plot includes heatmaps describing positional motif counts in quartiles of the data. Q1 indicates the regions that are most specific to K562 cells, where SCL motifs are positionally enriched just upstream of the central GATA1 motif.

##### **Supplemental Table S5: Top motif families found by MEPP, TFEA, HOMER, and CentriMo**

| **Method** | **Top Result Rank** | **Motif Name** | **Enrichment Metrics** | | |
| --- | --- | --- | --- | --- | --- |
| **MEPP** | **MEPP Results** | | **abs_extreme_r** | **extreme_r** | **extreme_r_pos** |
|  | 1 | GATA:SCL(Zf,bHLH)^1^ | 0.101083 | -0.101083 | -6 |
|  | 2 | Gata1(Zf)^2^ | 0.042719 | -0.042719 | 2 |
|  | 4 | Ascl2(bHLH)^3^ | 0.022561 | -0.022561 | -12 |
|  | 12 | Fra2(bZIP) | 0.018521 | 0.018521 | 93 |
| **TFEA (positive e-score table)** | **TFEA Results** | | **E-Score** | **Corrected E-Score** | |
|  | 1 | GATA:SCL(Zf,bHLH)^1^ | 0.12 | 0.118 | |
|  | 2 | Gata6(Zf)^2^ | 0.0181 | 0.0243 | |
|  | 8 | Elf4(ETS) | 0.075 | 0.0728 | |
|  | 10 | MyoD(bHLH)^3^ | 0.0604 | 0.0536 | |
|  | 15 | STAT5(Stat) | 0.0545 | 0.0618 | |
| **HOMER** | **HOMER Results** | | **Log P-value** | | |
|  | 1 | GATA:SCL(Zf,bHLH)^1^ | -9.24E+02 | | |
|  | 2 | SpiB(ETS) | -7.56E+01 | | |
|  | 3 | WT1(Zf) | -7.30E+01 | | |
|  | 5 | BMYB(HTH) | -6.05E+01 | | |
|  | 6 | STAT5(Stat) | -4.99E+01 | | |
|  | 13 | Twist2(bHLH)^3^ | -4.02E+01 | | |
|  | 22 | Tgif1(Homeobox) | -3.55E+01 | | |
| **CentriMo (lower vs. upper)** | **CentriMo Results** | | **Fisher E-value** | | |
|  | 1 | Olig2(bHLH)^3^ | 4.5E-29 | | |
|  | 20 | ZBTB18(Zf) | 2.1E-14 | | |

##### **Legend & Color Coding for Table S5**

Each motif analysis method was used to analyze regions near GATA1 motifs that were specifically enriched for accessible chromatin in K562 cells compared to HCT116 cells. The top results returned by each method are listed in the table, keeping only the top result for motifs with the same DNA binding domain to remove redundancy, and stopping after the first novel family after bHLH. The top reported instances of bHLH motifs, which can be found with a specific spacing to GATA1 motifs at GATA1 binding sites in erythroid lineage cells, are highlighted in yellow. Results recognizing GATA or the composite GATA+bHLH (true positive) are highlighted in green and blue, respectively.

1. Blue - GATA:SCL (Zf,bHLH) composite motif
2. Green - GATA family (Zf) motif
3. Yellow - E-box (bHLH) motif

##### **Supplemental Table S6: Public Data accessions and attributions used in this study**

| **Dataset accession (s)** | **Sample/File accessions** | **Sample Title** | **Producing Lab** |
| --- | --- | --- | --- |
| ENCSR000EFT | ENCFF844WTT.bam | GATA1 ChIP-seq rep 1 | Michael Snyder, Stanford |
| ENCSR000EFT | ENCFF729MTL.bam | GATA1 ChIP-seq rep 2 |  |
| ENCSR000EHM | ENCFF769RAH.bam | Control ChIP-seq rep 1 |  |
| ENCSR000EHM | ENCFF147YPF.bam | Control ChIP-seq rep 2 |  |
| ENCSR483RKN | ENCFF512VEZ.bam | K562 ATAC-seq rep 1 |  |
| ENCSR483RKN | ENCFF987XOV.bam | K562 ATAC-seq rep 2 |  |
| ENCSR872WG | ENCFF724QHH.bam | HCT116 ATAC-seq rep 1 |  |
| ENCSR872WG | ENCFF927YUB.bam | HCT116 ATAC-seq rep 2 |  |
| GSE144577 | GSM4291126_WT_Nanog.bam.bw | WT_Nanog_ChIP | Xiang Sun, Sun Yat-sen University |
| GSE137193 | GSM4087827_mesc_Nanog_chipseq.idr-optimal-set.narrowPeak.gz | Nanog-ChIP-seq | Julia Zeitlinger, Stowers Institute for Medical Research |
| GSE137193 | GSM4072778_mesc_nanog_nexus.idr-optimal-set.narrowPeak.gz | Nanog-ChIP-nexus |  |
| GSE137193 | SRX6827272 | Nanog-ChIP-nexus |  |
| GSE135498 | GSM4012734 | BMDM notx csRNA-seq r1 | Christopher Benner, UCSD |
| GSE135498 | GSM4012735 | BMDM notx csRNA-seq r2 |  |
| GSE135498 | GSM4012736 | BMDM notx csRNAinput r1 |  |
| GSE135498 | GSM4012737 | BMDM notx csRNAinput r2 |  |
| GSE135498 | GSM4012738 | BMDM KLA1h csRNA-seq r1 |  |
| GSE135498 | GSM4012739 | BMDM KLA1h csRNA-seq r2 |  |
| GSE135498 | GSM4012740 | BMDM KLA1h csRNAinput r1 |  |
| GSE135498 | GSM4012741 | BMDM KLA1h csRNAinput r2 |  |
| GSE119693 | GSM3380863 | ATAC_LPS-1h_rep1 | Gioacchino Natoli, Humanitas University (Hunimed) |
| GSE119693 | GSM3380864 | ATAC_LPS-1h_rep2 |  |
| GSE119693 | GSM3380865 | ATAC_LPS-1h_rep3 |  |
| GSE119693 | GSM3380875 | ATAC_UT_rep1 |  |
| GSE119693 | GSM3380876 | ATAC_UT_rep2 |  |
| GSE119693 | GSM3380877 | ATAC_UT_rep3 |  |
| GSE119693 | GSM3380878 | H3K27ac_LPS-1h_rep1 |  |
| GSE119693 | GSM3380879 | H3K27ac_LPS-1h_rep2 |  |
| GSE119693 | GSM3380886 | H3K27ac_UT_rep1 |  |
| GSE119693 | GSM3380887 | H3K27ac_UT_rep2 |  |

How the deposited data were processed for this re-analysis (not part of the article)

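Nascent capped RNA of Drosophila melanogaster embryos (0 to 12 h) was measured by csRNA-seq in 3 libraries, and 1 input library was made alongside. The files used here hold the csRNA-seq experiment as 1 value per TSS. The input library and values of the separate csRNA-seq libraries were not analysed here.

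The authors trimmed adapters, aligned the reads to dm6 with STAR and splice junctions from Ensembl genes, made HOMER tag directories, and called TSSs from the 5′ ends of the reads with HOMER's getTSSfromReads and a minimum of 3. The deposited coverage (a signal per TSS) is given for the full list, for windows of 200 bp on each side of every TSS, and for the TSSs retained after the authors' deduplication, in which the most covered TSS of each group of overlapping windows on a strand is retained. The authors then transformed the deduplicated coverage to log2(x + 1), which is the deposited log2 score. Software versions are not given in the paper's text. The coverage is scaled, and every value is a whole number of reads times the value of 1 read in 1 of 3 libraries scaled to 10000000 reads, which gave the library sizes of 7299457, 5931389 and 4070746 reads. A TSS with few reads therefore moves in large steps. Because each TSS has the value of 1 library, no spread between replicates can be computed, the libraries cannot be left out in turn, and no test across replicates was made.

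From the deposited values, reads and library were recovered for 232302 of 232302 TSSs. The deduplication was repeated with bedtools 2.31.1 (cluster, same strand, distance 0 between windows). Each TSS was assigned the nearest transcript start on the same strand in the Ensembl 115 annotation (BDGP6.54), whose chromosome coordinates are those of dm6. Transposable element genes (5896) were left out, which left 35694 transcripts of 18358 genes. Of the 46925 deduplicated TSSs, 180 lay on other sequences, whose names were not matched to a sequence with an annotated gene. Whether genes are annotated on these sequences under another name was not tested, and the 180 TSSs counted as away from a start. Place in gene was assigned on the 7 chromosome arms and chromosomes 2L, 2R, 3L, 3R, 4, X and Y, in the order within 200 bp of a start, 5′ UTR, CDS, 3′ UTR, noncoding exon, intron, antisense of a gene, and intergenic. Shares of TSSs have 95% Wilson intervals, which cover counting error only, since PCR duplicates of a molecule are not told apart. The share of ribosomal protein genes whose value came from the smallest library was compared with that in 10000 random lists of other protein-coding genes of the same size, matched on coverage in 20 strata.

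The recovery of reads, the assignment of the nearest start and the clustering were tested on simulated data. All 3 simulated library sizes were found, 14549 of 14549 simulated values gave back their reads and library, and 0 of 13061 simulated means over libraries were taken for reads of 1 library. The nearest start was found for 3000 of 3000 simulated positions, and 2000 of 2000 planted clusters were recovered. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 were used.

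Genes were named by a rule set before the data were examined, namely the genes with an annotated start within 200 bp of the 3 highest-scoring deduplicated TSSs. The part of the rule that needs motif matches was not applied. The genome sequence was not used here, so the motif profiles, their ranking, the share of TSSs with an Initiator match, the initiation shape by motif and the filter on degenerate or soft-masked sequence were left out. The alternatives tried were the minimum coverage, the clustering distance, the number of recovered reads, the full list in place of the deduplicated list, the distance to a start, the genes whose starts count, a coverage minimum, and a filter on annotated transposable elements in place of the filter on masked sequence.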

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

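The paper analyses the deduplicated TSSs as a whole and does not report where they lie in the annotation. The following concern TSSs outside annotated starts of protein-coding genes. No coverage of the input library was analysed here, so no control level was subtracted. The tests on fragments as the main source, on fragments at coverage of at least 10 and on mitochondrial tRNAs, and the reading of the test on enhancers as open, were chosen only after the results were seen.

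Of the 46925 deduplicated TSSs, 35150 (74.9%) were farther than 200 bp from any annotated transcript start on the same strand. This share depends on the retention of 1 TSS per cluster, since 68.8% of the 232302 TSSs of the full list were within that distance of a start. In the deduplicated list, the share near a start rose with the recovered reads, from 4.47% at 2 reads to 8.47% at 3 reads, 55.1% at 10 to 19 reads and 91.8% at 50 reads or more. On the chromosome arms, 34955 TSSs were away from starts. Of these, 21.4% lay on the sense strand of exons, 44.4% in introns or between genes, and 34.2% antisense of a gene. Annotated transposable elements that fill more than 50% of a window are argued against as the main source, since 2.57% of the windows of TSSs away from starts were of this kind. Such windows were still more frequent there (904 of 35150 TSSs) than near starts (26 of 11775). Shorter or unannotated copies were not tested. Fragments of mature transcripts could contribute. On exon bases away from starts with no gene on the other strand, 6863 TSSs were sense and 4066 antisense, a sense share of 62.8% (61.9% to 63.7%), against 50.4% (49.6% to 51.3%) on intron bases chosen the same way. Over all bases away from starts, whether or not a gene lies on the other strand, the density of TSSs on sense exons was 1.82 times that on sense introns. As the main source, however, such fragments are argued against by the 21.4% of TSSs on sense exons. Among the exon TSSs with coverage of at least 10 alone, 589 were sense and 557 antisense, a sense share of 51.4% (48.5% to 54.3%), so no excess was detectable in this small part of the list, which says nothing about the TSSs with lower coverage. Transcribed enhancers as the main source cannot be told apart from other sources here. The 44.4% in introns or between genes is neither a majority nor below the share on sense exons, a further 20.2% were antisense of introns, and no measure of enhancers was analysed. Paired divergent initiation may contribute at intronic and intergenic TSSs. An opposite-strand TSS lay within 500 bp upstream of 22.5% (21.9% to 23.2%) and within 500 bp downstream of 14.5% (13.9% to 15.0%), a difference of 8.08 percentage points. Pairing with annotated starts alone does not account for this, as 3.72 percentage points remained when opposite-strand TSSs near starts were left out. The samples form 1 condition, so no biological explanation was tested by the design.

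The full list contained 1285 TSSs on the mitochondrial genome, with 0.453% of the summed coverage and a median coverage of 6.74, of which 18 remained after deduplication. Initiation at a few mitochondrial promoters is argued against, as the strongest position, 6161 on the plus strand, held 5.71% of the mitochondrial coverage and the 10 strongest positions together 33.5%. Fragments of uncapped RNA carried through the enrichment may be the source, a candidate explanation that the spread of the coverage (5.71% at the strongest position) permits, although the presence of a cap was not measured here. Of the 5 strongest positions, 4 were inside a tRNA gene on the same strand (mt:tRNA:Asn-GTT at 2 positions, mt:tRNA:Gly-TCC and mt:tRNA:Lys-CTT, named after their values were seen). Fragments of mitochondrial tRNAs are argued against as the source of most of the coverage. Of the mitochondrial coverage, 36.8% lay inside tRNA genes more than 5 bp downstream of their starts, and 37.0% inside tRNA genes or within 5 bp of them, starts included. This was the highest share of the gene types, with 31.1% in protein-coding genes and 26.3% in rRNA genes, so tRNA fragments remain open as a part. Apart from initiation at a few promoters, no biological explanation was tested.

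The 30 deduplicated TSSs within 200 bp of an snRNA gene start held 9.34% of the summed coverage of the deduplicated list, with a highest value of 321414 at snRNA:LU. Internal fragments of snRNAs are argued against as the source of most of this coverage, as 98.7% of the coverage on the 32 annotated snRNA genes was within 5 bp of their annotated starts. This share is a sum over the genes, so it says little about snRNA genes with low coverage. Whether these reads come from transcripts being initiated or from the capped 5′ ends of finished snRNAs was not tested, and neither was the sharing of reads between similar snRNA copies. No biological explanation was tested.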

How the results depend on the processing

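The alternatives for the number of TSSs by coverage, by overlapping windows and within 200 bp were chosen before the data were examined, and all others named here after seeing the data, as was the restriction of the cluster shares to clusters of 3 or more TSSs.

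The number of deduplicated TSSs was 46925 with repeated clustering of overlapping windows. A minimum of coverage above 3 removed no TSS, because every deposited value is above it, and says nothing about stability. It was 53412 with clustering within 200 bp and 45995 after leaving out windows more than 50% annotated transposable element, both within 1.5 times the deposited number. It fell to 30406 with at least 3 recovered reads and to 20941 with at least 4, which follows from the TSSs with few reads that these minimums remove. The lower part of the list thus depends on the minimum number of reads, and the effect of sequencing depth was not tested.

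The share of TSSs near an annotated start was 25.1% overall, 91.7% in the highest-scoring of 10 groups and 4.05% in the lowest-scoring. With a distance of 50 bp these were 21.3%, 84.9% and 2.28%, and with 500 bp 28.3%, 93.3% and 7.33%. Starts of protein-coding genes only gave 23.2%, 89.3% and 3.13%. Clustering within 200 bp gave 23.5%, 90.4% and 4.31%, the last within the interval of the original value. With coverage of at least 10 they were 65.8%, 95.5% and 28.5%, as this removes the lowest-scoring TSSs. In the full list they were 68.8%, 92.4% and 50.8%, the second within the interval of the original value. The highest-scoring group was above the lowest-scoring under each of these alternatives.

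The sense share on exon bases away from starts was 62.8%, and moved to 73.0% in the full list, 67.9% farther than 500 bp from starts and 51.4% at coverage of at least 10. Only under the last did the interval include 50%, and the cause was not tested. The sense share on intron bases also moved, to 53.4% (52.8% to 54.0%) in the full list. It was 51.8% (50.9% to 52.7%) farther than 500 bp from starts and 51.5% (49.3% to 53.6%) at coverage of at least 10. The share of clusters with at least 50% of their coverage at the retained TSS was 31.7%, and moved to 62.1% with the coverage within 5 bp counted, as this adds neighbouring TSSs, and to 36.3% in clusters with total coverage of at least 50. The share of ribosomal protein genes whose value came from the smallest library stayed at 61.3% with starts within 50 bp.

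The alternatives that need the genome sequence were not run. These are all those for the Inr, TATA-box, DPE, motif 1, DRE and motif 10 profiles and their ranks, for the Inr share and density by score and for the initiation shape by motif, and the filter on degenerate or soft-masked sequence. Leaving out each replicate in turn was not run, since each TSS has 1 value for the experiment. No paired analysis was possible because the values are not given per replicate and the csRNA-seq and input groups share fewer than 2 replicate numbers.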

Differences from the paper's values

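The deduplicated list held 46925 TSSs. The paper states its own number of TSSs exactly in its results, and the rank axis of Fig. 1C ends at about 45000, read by eye. The paper's number follows a filter on degenerate or soft-masked sequence that was not run here. The paper also names a control for background input. Whether the deposited list includes that step was not tested, because no input values were analysed. None of the alternatives set before the data were examined gave the paper's number, with 46925 TSSs for coverage above 3, which removed none, and for clusters of overlapping windows, and 53412 for clusters within 200 bp. Leaving out windows more than 50% annotated transposable element, chosen after seeing the values, gave 45995. The lowest score was shared by 9901 TSSs, and by about 9400 in Fig. 1C, read by eye.

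The paper's methods describe the minimum as a count of 3 reads per TSS, and its results as a read count above that. The fewest recovered reads of a deduplicated TSS were 2, against the paper's 3, and 17540 TSSs of the list had 2 recovered reads. All 17540 had a scaled coverage above 3. In the full list, the fewest reads in each library (3, 2 and 2) were the smallest whole number with a scaled coverage above 3. A minimum of 3 on scaled coverage, rather than on reads, would give this. Recovered reads are those of the library that gave the value. Reads of the other libraries at these TSSs were not analysed, so 3 or more reads over the whole experiment are not excluded. With more than 3 recovered reads required, an alternative chosen after seeing the values, the list fell to 20941 TSSs, less than the paper's number. For these TSSs, the paper's methods describe the deduplication as joining TSSs within 200 bp of each other on the same strand, while its general section on deduplication describes grouping overlapping intervals with bedtools. The deposited list follows the general section, with the 46925 TSSs that overlapping or touching windows gave and no deduplicated TSSs on the same strand closer than 401 bp.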

Other observations

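The tests on ribosomal protein genes, on the sum of coverage and on the offsets by strand were chosen only after the results were seen.

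The library that gave the value of a TSS was not the same mixture in all gene classes. At the strongest TSS within 200 bp of the start of each of 80 ribosomal protein genes (symbols RpL, RpS and RpLP), 49 values (61.3%) came from the library of 4070746 reads, against 34.2% at 9341 other protein-coding genes. In 10000 random lists of other protein-coding genes matched on coverage, the median was 38.8%, the central 95% of lists ran from 28.8% to 48.8%, and the highest list had 58.8%. Sampling noise of the smallest library is therefore argued against. A difference in composition between the libraries, technical or from the ages of the embryos within 0 to 12 h, stays open and was not tested, because the values of the other libraries at these TSSs were not analysed here. The description covers these libraries only.

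The coverage values of the full list summed to 106% of the 10000000 reads to which 1 library was scaled. A mean over the libraries is excluded as the deposited value, since it could not sum to more than 100% and since 232302 of 232302 values were whole reads of 1 library. A candidate explanation is that the highest of the libraries was retained at each TSS, which would raise the values of TSSs with few reads most, but this was not tested on values per library. No biological explanation applies.

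Among TSSs near annotated starts on the plus strand, the most frequent offset was 2 bp downstream (601 of 5875 TSSs), ahead of 0 (483 TSSs). On the minus strand it was 0 (494 of 5900 TSSs), followed by 4 bp downstream (443 TSSs). The median offset was 5 bp on both strands. Minus-strand coordinates shifted against the annotation are argued against, as 494 minus-strand TSSs lay exactly at a start, with 35 at 1 bp upstream and 147 at 1 bp downstream. The source of the difference stays open, and no biological explanation was tested.

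An opposite-strand TSS lay within 500 bp upstream of 43.0% (42.1% to 43.9%) of the 11772 TSSs near starts on the chromosome arms and within 500 bp downstream of 21.3% (20.6% to 22.1%). Of 13986 annotated protein-coding genes, 9421 (67.4%) had the nearest start to at least 1 deduplicated TSS, within 200 bp. Genes with a start within 200 bp of a TSS that was not its nearest start were not counted. TSSs removed by the deduplication were not used either, so the share with any TSS within 200 bp is at least this.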
